# Deciphering Early-Stage Molecular Mechanisms of Negative Pressure Wound Therapy in a Murine Model

**DOI:** 10.3390/ijms25042373

**Published:** 2024-02-17

**Authors:** Yu-Chiau Shyu, Ting-Shuo Huang, Hua-Sheng Chiu, Pavel Sumazin, Xin-Yu Lin, Po-Cheng Liao, Cai-Cin Liou, Fang-Chia Hsu, Jyuan-Siou Lin, Chih-Chin Hsu, Pang-Hung Hsu, Chi-Chin Sun, Chien-Tzung Chen

**Keywords:** negative pressure wound therapy (NPWT), dickkopf-related-protein1 (DKK-1), hair follicle stem cells (HFSCs), epidermal cells, inflammatory

## Abstract

Negative Pressure Wound Therapy (NPWT) is a commonly employed clinical strategy for wound healing, yet its early-stage mechanisms remain poorly understood. To address this knowledge gap and overcome the limitations of human trials, we establish an NPWT C57BL/6JNarl mouse model to investigate the molecular mechanisms involved in NPWT. In this study, we investigate the intricate molecular mechanisms through which NPWT expedites wound healing. Our focus is on NPWT’s modulation of inflammatory immune responses and the concurrent orchestration of multiple signal transduction pathways, resulting in shortened coagulation time and reduced inflammation. Notably, we observe a significant rise in dickkopf-related protein 1 (DKK-1) concentration during NPWT, promoting the differentiation of Hair Follicle Stem Cells (HFSCs) into epidermal cells, expediting wound closure. Under negative pressure, macrophages express and release DKK-1 cytokines, crucial for stimulating HFSC differentiation, as validated in animal experiments and in vitro studies. Our findings illuminate the inflammatory dynamics under NPWT, revealing potential signal transduction pathways. The proposed framework, involving early hemostasis, balanced inflammation, and macrophage-mediated DKK-1 induction, provides a novel perspective on enhancing wound healing during NPWT. Furthermore, these insights lay the groundwork for future pharmacological advancements in managing extensive wounds, opening avenues for targeted therapeutic interventions in wound care.

## 1. Introduction

Healthy skin is crucial for safeguarding the body against various threats, and the process of full-thickness skin wound healing involves key stages such as hemostasis, inflammation, proliferation, and remodeling. Factors like immune cells, cytokines, and signaling molecules play pivotal roles in these stages. Hemostasis, vital for stopping bleeding, engages mechanisms like vasoconstriction, platelet release of PDGF, and the coagulation cascade. In the inflammation stage, FGF-21, PPARs, and RAGE are significant contributors [1,2,3]. Conditions like diabetes can hinder wound healing, necessitating advanced therapeutic strategies. Wound healing may be impaired by various factors, creating a demand for medical interventions that enhance healing and prevent complications in challenging cases [4,5].

While various wound care principles aim to promote wound healing, the main treatment methods involve debridement surgery, wound cleansing, and the application of dressings. Advances in technology have led to the development of new dressings, but their superiority over traditional wet dressings remains inconclusive [6,7,8,9]. NPWT has emerged as a mature clinical procedure for managing complex wounds, showing promising results in expediting wound healing, reducing complications and surgical site infections, lowering hospitalization costs, and enhancing the quality of life for patients [10]. Despite numerous studies investigating the effects of NP on wound healing and the involvement of complex signaling pathways, the underlying molecular mechanisms remain poorly understood. Additionally, due to the constraints of human trials, establishing an animal model becomes crucial to uncovering the molecular intricacies driving the therapeutic effects of NP treatment. In our previous research and consistent with existing literature, we observed that an NP regimen of 125 mmHg contributes to the disassembly of cell junctions, promoting epithelial migration and ultimately leading to rapid wound closure, as demonstrated in our wound healing model [11,12,13,14].

In investigating NPWT, we established a murine model using a stepped 125 mmHg NP regimen. This study aimed to understand the cytokine, chemokine, and growth hormone profiles during the hemostasis, inflammation, proliferation, and remodeling phases, providing insights into NPWT’s early-stage mechanisms. Our results revealed that NPWT-induced macrophages secrete DKK-1, promoting HFSC differentiation into epidermal cells and accelerating early wound healing. This study offers valuable insights for targeted therapeutic strategies to optimize NPWT efficacy and improve patient outcomes.

## 2. Results 

### 2.1. NPWT Mainly Shortens the Four Main Periods of Wound Healing

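The array measured proteins in the serum of mice with full-thickness skin wounds, which were kept under a wet dressing at atmospheric pressure (AP) or under a negative pressure (NP) of 125 mmHg. AP was sampled at 0, 0.5, 2 and 16 h and NP at 0.5, 2 and 16 h, which makes 7 groups of 2 samples, and AP at 0 h is the control group for both pressures. Each membrane carries antibodies against 111 analytes, mostly cytokines, chemokines and growth factors, with reference spots at 3 positions and a negative control, all in duplicate spots. Portions of serum of a group were combined for each membrane, and the methods describe the array values as averages of duplicates from 2 independent experiments. The submitters' design note leaves AP at 0 h out of the repeated experiments, although 2 samples are listed for it. No source used here says that both samples of a group come from separate animals, so p-values measure only the spread between these samples, which may be technical. The authors quantified the spots with ImageJ and multiplied each sample by a factor, from 0.859 to 1, that brings the reference spots of both samples of a group to the same level. This factor does not scale the groups to each other. The reference spots had a mean raw intensity of 165561 ± 3560 (SD, n = 2) at AP 0 h, against 32660 ± 737 and 43803 ± 500.2 at 0.5 h, 34670 ± 1160 and 25411 ± 2722 at 2 h, and 25448 ± 154 and 18043 ± 113 at 16 h, in AP and NP respectively. The 0 h reference spots were thus 3.78 to 9.18 times brighter than those of the 6 later groups, and every fold over AP 0 h carries this difference between membranes. In all, 32 analytes at AP 16 h, 8 at NP 16 h and 1 at NP 2 h, the monocyte chemokine CCL2, were above the negative control in neither sample. The control itself was brighter at AP 16 h (203 and 296, raw) than in the other groups (21 to 93). Failing to exceed it there does not show a low level: IL-2 read 174.5 and 179 there, but 26.2 and 45 at AP 0.5 h. For analytes above it in neither sample, the fold of a single analyte is given only as a bound on the authors' normalized values, or not at all. Counts of calls and sums of folds take the measured values. Both samples of a group differed by a median of 8.07% (AP 16 h) to 19.2% (NP 2 h) over the analytes. Groups were compared on log2 of the authors' normalized intensity with limma over all 14 samples, and p-values were adjusted by the Benjamini-Hochberg method over the 111 analytes. The number of membranes limits the precision. The comparisons were repeated with each sample divided by the mean of its own reference spots (the reference scaling), with the medians of all samples set equal (median scaling), with quantile normalization, with the negative control subtracted, and with each sample divided by a plane through its 3 reference positions (the plane scaling), the last chosen after seeing the data. These 3 positions fix the plane exactly, and it is extrapolated towards the corner of the array that holds no reference spots.

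**Figure D1:**
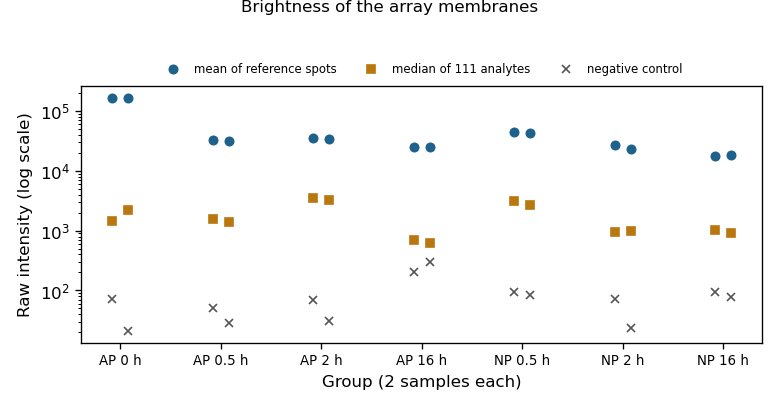
Raw intensity (log scale) of the mean of the reference spots (circles), the median of the 111 analytes (squares) and the negative control (crosses) in each of the 2 samples of the 7 groups. The reference spots of AP 0 h lie at 163044 and 168078, above those of every later group, while the medians of the analytes lie between 627 and 3467 in all 14 samples.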

A cytokine array analysis on serum samples from mice undergoing AP or NP wound therapy at early stages (0, 0.5, 2, and 16 h) is shown in Figure 1A, following the use of the Mouse XL Cytokine Array Kit (R&D). 

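At 0.5 h, 49 of the 111 analytes were higher in NP than in AP and 6 were lower, at an adjusted p under 0.05 from limma. At 2 h, 4 were higher and 96 lower, and at 16 h, 9 were higher and 58 lower. After RAGE and PDGF-BB, the analytes with the largest positive differences at 0.5 h were PD-ECGF, an angiogenic enzyme of thymidine breakdown, with a log2 difference of 2.40 (standard error 0.68, adjusted p = 0.0083), and Leptin, a hormone of fat tissue, with 2.17 (standard error 0.34, adjusted p = 8.0e-05). IL-2 and IL-3, growth factors of T cells and of blood progenitors, were higher in NP than in AP by 1.66 (adjusted p = 0.0021) and 1.50 (adjusted p = 0.0010), although IL-2 was above the negative control in only 1 of 2 AP samples at 0.5 h, and both calls ended with median scaling, quantile normalization, the plane scaling and the negative control subtracted. These settings ended the call of PD-ECGF too, as did leaving out AP 0.5 h replicate 2 (1.76, adjusted p = 0.11) or NP 0.5 h replicate 1 (1.83, adjusted p = 0.096). The 6 lower analytes were Serpin E1, the main inhibitor of plasminogen activators, at -1.60 (standard error 0.17, adjusted p = 1.2e-06), the chemokines CCL12 at -1.35 (adjusted p = 0.0017), CCL6 at -0.69 (adjusted p = 2.7e-06) and CXCL13 at -0.53 (adjusted p = 0.0089), and Angiopoietin-2 at -0.29 (adjusted p = 0.0038) and MMP-2 at -0.29 (adjusted p = 0.023), which act on vessels and on matrix. The calls of Leptin and CCL12 ended with the negative control subtracted (2.40, adjusted p = 0.12, and -1.66, adjusted p = 0.27), and that of CXCL13 without AP 0.5 h replicate 1 (-0.52, adjusted p = 0.051). The MMP-2 call ended without AP 0.5 h replicate 1 (-0.27, adjusted p = 0.12), AP 0.5 h replicate 2 (-0.32, adjusted p = 0.056) or NP 0.5 h replicate 2 (-0.21, adjusted p = 0.19), on the raw intensities (adjusted p = 0.052) and in limma without the trend (adjusted p = 0.053). All 5 members of the list of adhesion molecules (ICAM-1, VCAM-1, E-Selectin, P-Selectin and Endoglin) were higher in NP than in AP at 0.5 h. They were so also when adjusted over the list alone (5 higher), with a median log2 difference of 0.66 and an adjusted p of 2.9e-04 from fry. Of 5 IGF-binding proteins, 4 were higher, 0 lower and 1 did not pass (4 higher when adjusted over the list alone), with a median of 0.40 (fry adjusted p = 2.9e-04). Of 9 hematopoietic growth factors, 3 were higher, 0 lower and 6 did not pass (3 higher when adjusted over the list alone), with a median of 0.55 (fry adjusted p = 7.5e-04). The 9 constitutive plasma proteins, such as Fetuin A and RBP4, had 5 higher, 0 lower and 4 that did not pass (5 higher when adjusted over the list alone, median 0.38, fry adjusted p = 6.7e-04). fry tests whether a list moves, on balance, in 1 direction and does not compare it with the other analytes. These directions have to be read against the membranes as a whole. The median analyte differed between NP and AP by 0.42 on the log2 scale at 0.5 h, -1.23 at 2 h and -0.52 at 16 h, the reference spots by 0.42, -0.45 and -0.50, and after the reference scaling the median analyte differed by -0.018, -0.70 and -0.022. With that scaling, 14 analytes were higher and 24 lower in NP at 0.5 h, 11 higher and 70 lower at 2 h, and 23 higher and 19 lower at 16 h. The splits at 0.5 h were 3 higher and 49 lower with median scaling, 14 and 17 with quantile normalization, and 7 and 47 with the plane scaling. At 2 h they were 50 and 13 with median scaling and 30 and 31 with quantile normalization, and at 16 h 21 and 24 with quantile normalization, 24 and 14 with the plane scaling and 28 and 40 with the negative control subtracted. Median scaling moves every analyte by the difference of the sample medians, which is not the difference of the median analyte given above. The calls of the first 3 lists ended with the reference scaling, where 2 of the 5 adhesion molecules were higher (median 0.23, fry adjusted p = 0.059), 1 of the 9 hematopoietic factors (median 0.12, fry adjusted p = 0.58) and 0 of the 5 IGF-binding proteins (median -0.033, fry adjusted p = 0.099). The call of the hematopoietic factors ended with quantile normalization too (median 0.10, fry adjusted p = 0.73). The plasma proteins turned lower with the reference scaling (0 higher and 3 lower, median -0.059, fry adjusted p = 0.030), with median scaling (median -0.62) and with the plane scaling (median -0.39), and their call ended with quantile normalization, where the median turned too. The adhesion molecules turned lower with median scaling (median -0.33) and the plane scaling (-0.27), as did the hematopoietic factors (-0.44 and -0.39), and the IGF-binding proteins (-0.59 and -0.16). In each of 17 settings of limma over all 111 analytes, PDGF-BB and RAGE were higher and Angiopoietin-2, CCL6 and Serpin E1 lower in NP than in AP at 0.5 h. At 2 h, CCL20 and GDF-15 were higher and 13 analytes lower in each of these settings, and at 16 h, 5 were higher and 11 lower. Against AP 0 h, AP had 14 analytes higher and 69 lower at 0.5 h, 18 and 64 at 2 h, and 9 and 79 at 16 h, and NP had 20 and 61, 5 and 101, and 7 and 85. With the reference scaling these splits became 97 and 3, 96 and 3, and 96 and 6 in AP, and 94 and 4, 69 and 11, and 91 and 6 in NP.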

Figure 1B presents a color-coded heatmap for the four stages of full-thickness skin wound healing, aligning with signaling theory, emphasizing the temporal persistence of cytokine expression.

Hemostasis, crucial for stopping bleeding after vascular injury, was analyzed in mice with full-thickness skin wounds treated using AP and NP therapies. 

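PDGF-BB, a growth factor that platelets release on activation, was at 0.722 ± 0.0599 of its AP 0 h level in NP and at 0.0803 ± 0.0124 in AP at 0.5 h (fold, mean ± SD, n = 2). The difference between NP and AP was 3.17 on the log2 scale (standard error 0.31, adjusted p = 1.1e-06 from limma). Thrombopoietin, the hormone that drives platelet production, was at 0.600 ± 0.0163 in NP and 0.374 ± 0.00624 in AP, a log2 difference of 0.68 (standard error 0.097, adjusted p = 3.0e-05). Both NP samples lay above both AP samples for each protein. By the methods, the blood stood for 0.5 to 2 h before centrifugation, with no time given for each sample. Release by platelets in the tube therefore cannot be told apart here from release in the animal. Relative to the reference spots, PDGF-BB was higher in NP by 2.74 (adjusted p = 4.9e-06), while Thrombopoietin differed by 0.25 (adjusted p = 0.060), did not pass with quantile normalization (0.18, adjusted p = 0.18), and was lower in NP with median scaling (-0.31, adjusted p = 0.23) and with the plane scaling (-0.46, adjusted p = 0.0016).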

The cytokine assay revealed a notable increase in PDGF-BB and thrombopoietin levels at 0.5 h in NP. However, at the 2 h mark, an increase in PDGF-BB and Coagulation Factor III (CFIII) was observed in AP (Figure 1C). In contrast to AP, NP showed a significant decrease in PDGF-BB and CFIII at 2 h, highlighting differences between NP and AP treatment. These findings, along with observations of wound hemostasis, suggest that NPWT promotes blood clot formation by upregulating PDGF-BB, thrombopoietin, and CFIII. 

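In AP at 2 h, CFIII, also called tissue factor, the receptor that starts the extrinsic clotting cascade, reached 9.44 ± 0.0828 times its 0 h level (mean ± SD, n = 2), from 2.03 ± 0.173 at 0.5 h. Its log2 difference from AP 0 h was 3.26 (standard error 0.25, adjusted p = 3.2e-09). PDGF-BB stood at 1.04 ± 0.0341 of the 0 h level, a log2 difference of 0.063 (standard error 0.31, adjusted p = 0.85) that did not pass the test. Compared with 0.5 h it rose in AP, from normalized intensities of 532 and 662 to 7578 and 7937 at 2 h, a step that was not tested. At 16 h, CFIII was at 0.420 ± 0.0645, with only 1 of 2 samples above the negative control, and PDGF-BB was above it in neither sample. With the reference scaling, PDGF-BB in AP at 2 h was higher than at 0 h by 2.33 (adjusted p = 3.5e-06), and with median scaling it was lower (-0.82, adjusted p = 0.014). CFIII at 16 h was above its 0 h level with the reference scaling, by 1.44 (adjusted p = 5.0e-05).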

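At 2 h, CFIII was at 0.352 ± 0.0651 of the AP 0 h level in NP (mean ± SD, n = 2), and NP and AP differed by -4.76 on the log2 scale (standard error 0.25, adjusted p = 8.0e-11 from limma). PDGF-BB was at 0.502 ± 0.0787 in NP, and its difference from AP was -1.06 (standard error 0.31, adjusted p = 0.0051). Thrombopoietin, at 0.435 ± 0.0212 in NP and 0.528 ± 0.000361 in AP, differed by -0.28 (standard error 0.097, adjusted p = 0.013). CFIII was lower in NP in each of the 17 limma settings. The PDGF-BB difference was -0.54 (adjusted p = 0.14) with the reference scaling and turned with median scaling (0.81) and quantile normalization (0.13). Thrombopoietin turned with these (1.60 and 0.84) and with the reference scaling (0.25), and its call ended on the raw intensities (-0.20, adjusted p = 0.059) and without NP 2 h replicate 1 (-0.23, adjusted p = 0.082).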

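Of PDGF-BB, Thrombopoietin and CFIII, the 3 hemostasis factors, 2 were higher in NP at 0.5 h, 0 were lower and CFIII, at 1.93 ± 0.215 (SD, n = 2) times the AP 0 h level in NP, did not pass (log2 difference from AP -0.075, standard error 0.25, adjusted p = 0.78), although median scaling called it lower (-1.07, adjusted p = 0.015). The fry test of the 3 factors gave an adjusted p of 6.7e-04, and adjusted over the list alone 2 were higher, which is not independent evidence because these are the factors that the paper reports from the same samples. A list of 8 platelet-released and coagulation proteins had 4 higher, 1 lower and 3 that did not pass at 0.5 h (4 and 1 when adjusted over the list alone), with a median log2 difference of 0.69 and a fry adjusted p of 0.016. The members higher in NP than in AP include P-Selectin, which platelets bring to their surface on activation, at 0.53 (standard error 0.073, adjusted p = 2.4e-05), and the lower member is Serpin E1. EGF, which platelet granules also hold, was higher by 0.85 (standard error 0.33, adjusted p = 0.043), a call that ended with the reference scaling (0.41, adjusted p = 0.39), quantile normalization, the plane scaling and the negative control subtracted, and in each fit without 1 of the 4 samples. PDGF-BB was higher in NP at 16 h too, by at least 12.5-fold, as its AP samples were not above the negative control. CFIII at 16 h was at 2.50 ± 0.160 in NP, above AP by 2.58 (standard error 0.25, adjusted p = 1.8e-07), with 1 of 2 AP samples above the negative control. The camera test, which does compare a list with the other analytes, called 1 of 45 combinations of list and time, the 3 hemostasis factors at 16 h (adjusted p = 0.039 with a preset correlation, adjusted p = 0.31 with an estimated correlation), and 0 with quantile normalization, in a fit of only the groups compared and without NP 16 h replicate 1. The median of the 3 factors turned with median scaling (-0.31) and the plane scaling (-0.46), where fry called neither. The platelet list was not called with the reference scaling (median 0.25, fry adjusted p = 0.47), and its median turned with median scaling (-0.30), as did P-Selectin (-0.46) and EGF (-0.15), and its call ended without AP 0.5 h replicate 2 (median 0.57, fry adjusted p = 0.068) or NP 0.5 h replicate 1 (median 0.58, fry adjusted p = 0.090). P-Selectin turned with the plane scaling as well (-0.45), and its call ended with the reference scaling (0.097, adjusted p = 0.35) and quantile normalization (0.089, adjusted p = 0.26).

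**Figure D2:**
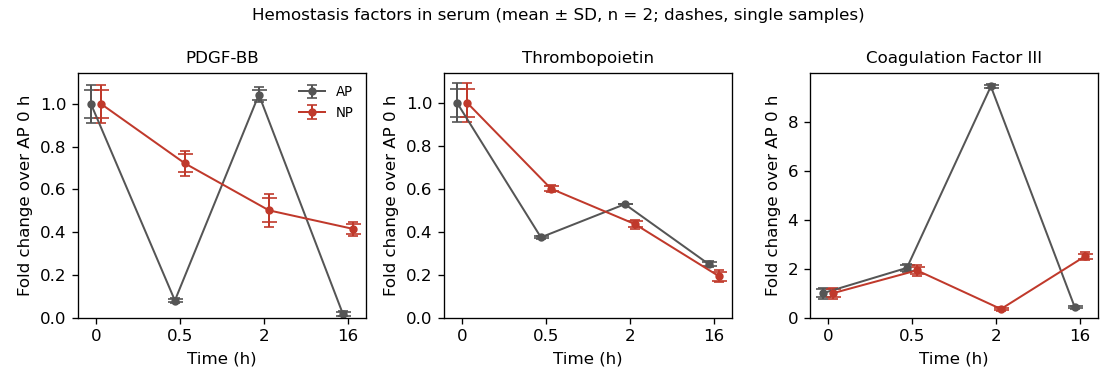
Fold change over AP 0 h of PDGF-BB, Thrombopoietin and Coagulation Factor III against time (h) in AP and NP. Points are means of 2 samples, bars SD and dashes single samples, and the NP line starts from the AP 0 h samples. CFIII in AP is highest at 2 h (9.44), and PDGF-BB in NP is higher at 0.5 h (0.722) than at 2 h (0.502), although with the reference scaling it is lower (2.71 and 3.49), and its AP point at 16 h is drawn as measured although neither sample was above the negative control.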

Importantly, these hemostatic factors experience an earlier and more pronounced upregulation under NP conditions compared to AP, underscoring the effectiveness of NPWT in promoting hemostasis.

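RAGE, a receptor for advanced glycation end products and alarmins, was at 6.68 ± 0.213 times the AP 0 h level in NP at 0.5 h and at 0.474 ± 0.0865 in AP (mean ± SD, n = 2). Its log2 difference of 3.83 was the largest of the 111 analytes at this time (standard error 0.39, adjusted p = 1.2e-06 from limma). FGF acidic, a growth factor for fibroblasts and endothelial cells, was at 14.0 ± 0.615 in NP and 4.93 ± 0.0819 in AP, a difference of 1.51 (standard error 0.32, adjusted p = 0.0012). FGF-21, a metabolic hormone of the same family, was at 2.30 ± 0.162 in NP and 0.934 ± 0.114 in AP, a difference of 1.30 (standard error 0.29, adjusted p = 0.0016). The differences relative to the reference spots were 3.39, 1.07 and 0.87 for RAGE, FGF acidic and FGF-21 (adjusted p = 4.9e-06, 0.016 and 0.029). With median scaling, FGF acidic (0.52, adjusted p = 0.24) and FGF-21 (0.31, adjusted p = 0.50) did not pass, nor did FGF acidic with quantile normalization (0.98, adjusted p = 0.065) or with the negative control subtracted (1.52, adjusted p = 0.13).

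**Figure D3:**
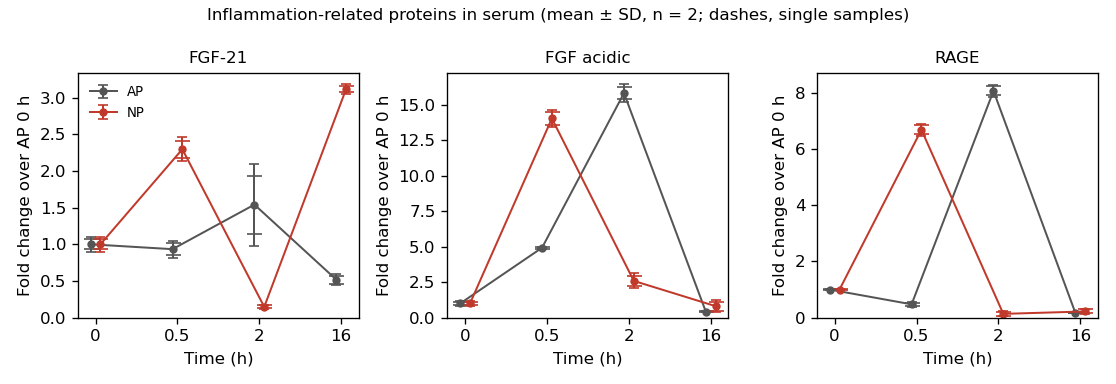
Fold change over AP 0 h of FGF-21, FGF acidic and RAGE against time (h) in AP and NP. Points are means of 2 samples, bars SD and dashes single samples, and the NP line starts from the AP 0 h samples. In NP, RAGE and FGF acidic are highest at 0.5 h (6.68 and 14.0), and in AP at 2 h (8.06 and 15.8), and their AP points at 16 h are drawn as measured although neither sample was above the negative control.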

Inflammation-wise, in comparing serum samples from AP- and NP-treated mice, a significant elevation in the expression of FGF-21, FGF acidic, and RAGE was observed at 0.5 h in the NP group, surpassing levels in the AP group. Furthermore, the reduction in expression at 2 h after full-thickness skin wounding was notably faster in the NP group. 

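At 2 h in NP, FGF-21 was at 0.147 ± 0.0308 of the AP 0 h level, FGF acidic at 2.59 ± 0.528 and RAGE at 0.135 ± 0.0914 (mean ± SD, n = 2). They were lower than in AP by log2 differences of -3.35 (standard error 0.29, adjusted p = 1.9e-08), -2.62 (standard error 0.32, adjusted p = 1.3e-06) and -6.09 (standard error 0.39, adjusted p = 5.9e-10), and the FGF acidic call ended with median scaling (-0.75, adjusted p = 0.085) and quantile normalization (-0.90, adjusted p = 0.059). Of 10 pro-inflammatory cytokines, 9 were lower in NP and 1 higher at 2 h, with a median log2 difference of -1.18 (fry adjusted p = 4.2e-06). The higher member was IL-6, a main inducer of the acute phase response, at 1.55 (standard error 0.46, adjusted p = 0.0054), and TNF-alpha, at -1.61 (standard error 0.39, adjusted p = 0.0012), was among the lower ones. IL-6 read 76.3 and 41 in AP, near the negative control (70 and 31, raw), and 122 and 219 in NP. Both pressures lay below AP 0 h (345 and 349), a comparison that carries the difference in brightness. All 8 myeloid chemokines were lower (median -1.47, fry adjusted p = 6.6e-07), among them CCL2, at least 3.81-fold. Of 10 lymphoid and interferon-induced chemokines, 9 were lower and 1 higher (median -2.67, fry adjusted p = 5.0e-07). CXCL9 and CXCL11, which attract activated T cells, differed between NP and AP by -3.70 (adjusted p = 7.8e-08) and -3.56 (adjusted p = 5.2e-07), and CCL17, a ligand of CCR4, by -3.30 (adjusted p = 7.8e-10). The higher member was CCL20, the ligand of CCR6, at 3.21 (standard error 0.50, adjusted p = 2.0e-05). All 9 constitutive plasma proteins were lower too (9 when adjusted over the list alone, median -1.25, fry adjusted p = 1.0e-07), a direction that median scaling turned (0.62). Outside these lists, CX3CL1, which binds leukocytes to endothelium, differed by -3.05 (adjusted p = 4.3e-07), the monocyte co-receptor CD14 by -3.79 (adjusted p = 4.5e-08) and CD160, a receptor of NK and T cells, by -3.99 (adjusted p = 3.0e-08). CD14, CD160, CXCL9 and CXCL11 were above the negative control in 1 of 2 NP samples. RAGE was above it in both but dim, at normalized intensities of 70.5 and 200 (negative control 72 and 24, raw). Adjusted over each list alone, the counts were 9 lower and 1 higher, 8 lower, and 9 lower and 1 higher for these 3 lists. Of 5 acute phase proteins, 3 were lower, 1 was higher and 1 did not pass (3 and 1 when adjusted over the list alone, median -1.08, fry adjusted p = 3.5e-04), the higher being Pentraxin 2 at 0.31 (adjusted p = 0.040), and the member that did not pass being Serpin E1 at -0.24 (adjusted p = 0.18). Relative to the reference spots, 4 pro-inflammatory cytokines were lower and 1 higher (median -0.65, fry adjusted p = 1.8e-04), 6 of the 8 myeloid chemokines were lower, and the acute phase call ended (median -0.56, fry adjusted p = 0.10). The call of the lymphoid chemokines ended with median scaling (median -0.80, fry adjusted p = 0.17). Median scaling turned the pro-inflammatory (0.70), myeloid (0.40) and acute phase (0.79) medians and TNF-alpha (0.27) and Serpin E1 (1.64). Quantile normalization turned the pro-inflammatory (0.41) and acute phase (0.37) medians and Serpin E1 (0.99), while the plane scaling called Serpin E1 lower (-0.45, adjusted p = 0.035). The TNF-alpha call ended with quantile normalization and with the negative control subtracted (adjusted p = 0.35). The IL-6 call ended without AP 2 h replicate 2 (1.10, adjusted p = 0.068) or NP 2 h replicate 2 (adjusted p = 0.065), and that of Pentraxin 2 in each fit without 1 of the 4 samples, with the plane scaling, with the negative control subtracted and without the trend.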

Interestingly, the AP-treated group exhibited a significant increase in levels of inflammation-related cytokines, including FGF acidic, FGF-21, and RAGE, at 2 h, followed by a reduction at 16 h (Figure 1D). 

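In AP at 2 h, FGF acidic reached 15.8 ± 0.617 times its 0 h level and RAGE 8.06 ± 0.226 times (mean ± SD, n = 2), log2 differences from 0 h of 4.00 (standard error 0.32, adjusted p = 6.6e-09) and 3.01 (standard error 0.39, adjusted p = 2.8e-06). FGF-21 was at 1.54 ± 0.560, a log2 difference of 0.58 (standard error 0.29, adjusted p = 0.079) that did not pass, although it passed without AP 2 h replicate 2 (0.96, adjusted p = 0.019) and with the reference scaling (2.85, adjusted p = 1.1e-07). At 16 h in AP, FGF-21 was at 0.518 ± 0.0760 of the 0 h level, a log2 difference of -0.95 (standard error 0.29, adjusted p = 0.0072) that turned to 1.73 (adjusted p = 4.0e-05) with the reference scaling. RAGE and FGF acidic were above the negative control in neither AP sample at 16 h.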

Combining the findings from Figure 1A,B strongly indicates that the NP group experiences an earlier progression through the four stages of wound healing compared to the AP group. 

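Among 0.5, 2 and 16 h, with 0 h left out, 95 of the 111 analytes in NP had their highest mean level at 0.5 h, 5 at 2 h and 11 at 16 h, while in AP the numbers were 30, 54 and 27. At these 3 times, 36, 7 and 11 analytes in NP and 25, 33 and 18 in AP had a mean log2 level above that of AP 0 h, while with the reference scaling the numbers were 106, 89 and 102 in NP and 105, 104 and 103 in AP. The change from 0.5 h to 2 h differed between NP and AP for 98 analytes, 94 of which moved lower in NP than in AP and 4 higher (limma, adjusted p under 0.05). RAGE moved furthest apart, by -9.92 on the log2 scale (standard error 0.55, adjusted p = 3.1e-10), while CFIII differed by -4.68 (adjusted p = 4.5e-09) and PDGF-BB by -4.24 (adjusted p = 2.6e-07). The size for RAGE rests on dim NP samples at 2 h, with normalized intensities of 70.5 and 200 (negative control 72 and 24, raw). Its standard error takes the spread from all 14 samples, not from these alone. From 2 h to 16 h the change differed for 66 analytes, 57 of them higher in NP, with CFIII at 7.34 (adjusted p = 1.1e-10), although it was above the negative control in 1 of 2 AP samples at 16 h. At 16 h the analytes higher in NP included FGF-21 at 2.60 (standard error 0.29, adjusted p = 1.1e-06), the B cell chemokine CXCL13 at 1.64 (adjusted p = 1.4e-07), the gelatinase MMP-9 at 1.59 (adjusted p = 1.3e-09), the eosinophil chemokine CCL11 at 0.48 (adjusted p = 2.7e-04) and Endoglin at 0.49 (adjusted p = 0.013). FGF acidic passed as well (adjusted p = 0.034) but is given no fold, as its AP samples were not above the negative control, and its call ended with median scaling (adjusted p = 0.47) and without AP 16 h replicate 1 (adjusted p = 0.12), AP 16 h replicate 2 (adjusted p = 0.071) or NP 16 h replicate 2 (adjusted p = 0.48). The Endoglin call ended without AP 16 h replicate 2 (0.45, adjusted p = 0.063) or NP 16 h replicate 1 (0.44, adjusted p = 0.074). Those lower in NP included the alarmin IL-33 at -1.73 (standard error 0.28, adjusted p = 5.4e-05), CXCL11 at -1.48 (adjusted p = 0.0050) and CCL2 at -1.66 (adjusted p = 0.011), although CXCL11 was above the negative control in 1 of 2 NP samples and CCL2 in 1 of 2 AP samples. CCL3/CCL4, which the fit called lower (adjusted p = 9.6e-04), is given no fold, as it was above the negative control in neither NP sample and in 1 of 2 AP samples, and CXCL10 and IL-2, also called, were above it in no sample of either group. The CCL2 call ended without AP 16 h replicate 1 (-1.03, adjusted p = 0.15) or NP 16 h replicate 2 (adjusted p = 0.066). The CXCL11 call ended without AP 16 h replicate 2 (adjusted p = 0.091) or NP 16 h replicate 1 (-1.07, adjusted p = 0.068), and the CCL3/CCL4 call with the negative control subtracted (adjusted p = 0.61). With the reference scaling, 42 analytes in NP and 29 in AP were highest at 0.5 h, 12 and 36 at 2 h, and 57 and 46 at 16 h, and the changes differed for 79 (15 higher, 64 lower) and 65 analytes (56 higher, 9 lower). With median scaling the splits were 58 higher and 7 lower for the first interval and 7 and 77 for the second. They were 20 and 22, and 28 and 33, with quantile normalization, and 14 and 54 for the first interval with the plane scaling. CCL11 and Endoglin turned with median scaling, and the calls of CXCL11 and CCL2 ended with the reference scaling (adjusted p = 0.065 and 0.087), the plane scaling and the negative control subtracted. In the paper's reasoning, Fig. 1A,B combined point strongly to NP passing through the 4 stages of wound healing earlier than AP.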

Regenerating islet-derived protein 3G (Reg3G) and antimicrobial peptides and proteins (AMPs) were induced 0.5 h after full-thickness skin wounding with NP treatment. 

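Reg3G, an antimicrobial C-type lectin of epithelia, was at 0.405 ± 0.000911 of the AP 0 h level in NP at 0.5 h and at 0.255 ± 0.0223 in AP (mean ± SD, n = 2). NP was higher by 0.67 on the log2 scale (standard error 0.066, adjusted p = 1.1e-06 from limma). At 2 h its levels were 0.263 ± 0.00837 in NP and 0.403 ± 0.00242 in AP, a difference of -0.62 (standard error 0.066, adjusted p = 3.3e-07). The 0.5 h call ended with quantile normalization (0.31, adjusted p = 0.063). Relative to the reference spots, NP was higher by 0.23 at 0.5 h (adjusted p = 0.013), and the 2 h difference was -0.089 (adjusted p = 0.24). The 0.5 h direction turned with median scaling (-0.32) and the plane scaling (-0.58), and the 2 h direction with median scaling (1.26) and quantile normalization (0.30).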

AMPs, aside from their antimicrobial functions, also influence keratinocyte (KC) growth, differentiation, cytokine production, and adaptive immunity [15,16,17] (Figure 1D).

The dermal γδ^+^T cells then travel to the draining lymph nodes, where they sustain the activation by triggering dermal dendritic cells to release interleukin IL-12 and generating IL-17 in response to infection. The recruitment of plasmacytoid dendritic cells to the healing skin following injury or infection plays a crucial role in facilitating wound re-epithelialization. 

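IL-12 p40, the subunit that IL-12 shares with IL-23, was measured in AP at 0.817 ± 0.0657 of the 0 h level at 0.5 h, 0.803 ± 0.0298 at 2 h and 0.193 ± 0.0284 at 16 h (mean ± SD, n = 2). The levels at 0.5 and 2 h lay within 1 SD of each other, and that at 16 h was below both.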

In our results, IL-12 significantly increased in the AP-treated group at 2 h and reduced at 16 h. In contrast, IL-12 significantly increased in the NP-treated group at 0.5 h and reduced at 2 h (Figure 1D). 

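In NP, IL-12 p40 was at 1.09 ± 0.0578 of the AP 0 h level at 0.5 h, 0.105 ± 0.00938 at 2 h and 0.179 ± 0.0483 at 16 h (mean ± SD, n = 2). Its difference from AP was 0.42 (standard error 0.28, adjusted p = 0.23) at 0.5 h, which did not pass, -2.94 (standard error 0.28, adjusted p = 6.8e-08) at 2 h and -0.13 (adjusted p = 0.68) at 16 h. The lower level in NP at 2 h was called in each of the 17 limma settings. With the negative control subtracted, the 16 h difference turned to 4.11 (adjusted p = 0.0037). In AP at 16 h, however, IL-12 p40 read 241.9 and 298, close to the negative control (203 and 296, raw). The turned value thus rests on small remainders and is no measured rise.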

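IL-17A, a cytokine of γδ T cells and Th17 cells, was at 0.912 ± 0.179 of the AP 0 h level in NP and 0.399 ± 0.0323 in AP at 0.5 h, and at 0.211 ± 0.0744 and 0.458 ± 0.0609 at 2 h (mean ± SD, n = 2). NP and AP differed by 1.18 (standard error 0.41, adjusted p = 0.026) at 0.5 h and by -1.16 (standard error 0.41, adjusted p = 0.015) at 2 h, where 1 of 2 samples of each group was above the negative control. At 16 h it was above the negative control in neither NP sample and in 1 of 2 AP samples, so that no fold is given, and the fit's call of a lower level in NP (adjusted p = 6.9e-04) ended with the negative control subtracted (adjusted p = 0.94). Both earlier calls ended with the reference scaling (adjusted p = 0.20 and 0.17), and also with the negative control subtracted and with an offset of 1% of the mean reference spot added. The 0.5 h call ended also with median scaling, quantile normalization and the plane scaling, and without AP 0.5 h replicate 1 (1.26, adjusted p = 0.076), AP 0.5 h replicate 2 (1.10, adjusted p = 0.12) or NP 0.5 h replicate 1 (0.98, adjusted p = 0.15). The 2 h call ended also without AP 2 h replicate 2 (-1.02, adjusted p = 0.067) or NP 2 h replicate 1 (-0.79, adjusted p = 0.14), and its direction turned with median scaling (0.72) and quantile normalization (0.53).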

Although IL-17 did not reach statistical significance, the trend was consistent.

Due to the experimental design, significant changes related to hemostasis and inflammation can be observed in the early stages of NP wound healing. However, it is challenging to observe comprehensive changes in cytokines associated with proliferation (Figure 1E–G). 

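EGF, a mitogen of keratinocytes, was at 0.00218 ± 0.000613 of the AP 0 h level in NP at 2 h and 0.0155 ± 0.00425 in AP (mean ± SD, n = 2), with 1 of 2 NP samples above the negative control. The log2 difference was -2.83 (standard error 0.33, adjusted p = 7.5e-07). Of 9 angiogenic and epithelial growth factors, 7 were lower in NP at 2 h, 0 higher and 2 did not pass (7 lower when adjusted over the list alone), with a median of -1.54 (fry adjusted p = 6.6e-07). All 7 matrix and remodeling proteins were lower (7 when adjusted over the list alone, median -0.80, fry adjusted p = 1.2e-06), among them Myeloperoxidase, a neutrophil enzyme, at -1.99 (standard error 0.12, adjusted p = 3.7e-10), and MMP-3, a stromelysin, at -0.22 (adjusted p = 0.0032). Of 6 type 2 and regulatory cytokines, 4 were lower, 0 higher and 2 did not pass (4 lower when adjusted over the list alone, median -1.37, fry adjusted p = 8.3e-05). IL-4, which drives type 2 responses, had a log2 difference of -1.90 (standard error 0.22, adjusted p = 6.6e-07), and IL-13, at -0.46 (adjusted p = 0.34), did not pass, although it did without AP 2 h replicate 2 (-1.19, adjusted p = 0.027). The calls of Myeloperoxidase and IL-4 ended with median scaling (adjusted p = 0.67 and 0.95). IGFBP-5 and Gas 6, a ligand of the TAM receptors, differed by -0.46 (adjusted p = 9.4e-05) and -0.31 (adjusted p = 0.0022). At 16 h IGFBP-5 was lower in NP, with a log2 difference of -1.13 (standard error 0.084, adjusted p = 1.4e-08). WISP-1, a matricellular protein induced by Wnt, differed by 1.83 (standard error 0.34, adjusted p = 4.1e-04) at 0.5 h and -0.89 (standard error 0.34, adjusted p = 0.023) at 2 h. Its 0.5 h call ended with median scaling (0.84, adjusted p = 0.077), the plane scaling (0.43, adjusted p = 0.37) and the negative control subtracted (1.91, adjusted p = 0.28). Its 2 h call ended with the reference scaling (-0.36, adjusted p = 0.35), with the negative control subtracted (adjusted p = 0.44) and without AP 2 h replicate 1 (-0.63, adjusted p = 0.18) or NP 2 h replicate 1 (-0.41, adjusted p = 0.26). At 2 h, the reference scaling turned Gas 6 (0.22), IGFBP-5 (0.068) and MMP-3 (0.31), and the plane scaling turned Gas 6 (0.19) and ended the call of IGFBP-5 (adjusted p = 0.77). Median scaling turned these (1.57, 1.42 and 1.66), WISP-1 (0.99), IL-13 (1.41) and the angiogenic, matrix and type 2 medians (0.33, 1.07 and 0.51). Quantile normalization turned Gas 6 (0.93), IGFBP-5 (0.84), MMP-3 (0.65), WISP-1 (0.80), IL-4 (0.019) and the matrix and type 2 medians (0.11 and 0.22).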

Interestingly, after achieving hemostasis, the epithelium normalizes the interstitial context by removing fibroblasts stimulated during matrix reconstruction while wound healing is completed. However, Growth-differentiation-factor-15 (GDF-15) acts as a regulator, preventing excessive proliferation and activation of fibroblasts, and induces epidermal changes at 2 h as revealed in our analysis of post-full-thickness skin wounding in the NP groups (Figure 1A,F) during the inflammation stage [18]. This phenomenon did not occur in the AP group.

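GDF-15, a stress-induced hormone of the TGF-β family, was at 14.7 ± 1.74 times the AP 0 h level in NP at 2 h (mean ± SD, n = 2), a log2 difference from 0 h of 3.87 (standard error 0.23, adjusted p = 9.4e-11). NP was above AP at 2 h by 2.86 on the log2 scale (standard error 0.23, adjusted p = 1.0e-08 from limma), in each of the 17 limma settings. It was 1 of only 4 analytes called higher in NP at this time, with CCL20, IL-6 and Pentraxin 2. The list of 2 stress-induced hormones, GDF-15 and FGF-21, had 1 higher and 1 lower member at 2 h (1 and 1 when adjusted over the list alone), and its median of -0.25 and the upward direction of fry (adjusted p = 0.46) differ in sign, while without AP 2 h replicate 2 the median was -0.50. fry called this list higher with the reference scaling (median 0.28, fry adjusted p = 0.0047), as it did with median scaling, quantile normalization and the plane scaling, and with the negative control subtracted it called the list lower (median -0.65, fry adjusted p = 0.040). Both members are named by the paper from the same samples, so the list is not independent evidence.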

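In AP, GDF-15 was at 8.21 ± 0.445 times the 0 h level at 0.5 h and at 2.02 ± 0.264 at 2 h, and it was above the negative control in neither sample at 16 h (mean ± SD, n = 2). In NP it was at 8.67 ± 0.293 at 0.5 h, a difference from AP of 0.079 (standard error 0.23, adjusted p = 0.77) that did not pass and that turned with median scaling (-0.91) and quantile normalization (-1.32). Between 0.5 and 2 h, GDF-15 moved 2.78 higher in NP than in AP on the log2 scale (standard error 0.33, adjusted p = 1.0e-06).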

Of particular interest are the Wnt/β-catenin and Notch signaling pathways, which are involved in hair follicle formation, re-epithelialization, and the generation and deposition of collagen during wound healing. DKK-1 is known to downregulate its expression during the late stages of wound healing, effectively excluding competition with the Wnt/β-catenin pathway [19]. DKK-1 expression was downregulated at 2 h post-full-thickness skin wounding in mice treated with NP (Figure 1A,F).

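At 2 h, DKK-1, a secreted inhibitor of Wnt signaling, was at 0.210 ± 0.0157 of the AP 0 h level in NP and at 0.730 ± 0.0634 in AP (mean ± SD, n = 2). NP was lower by a log2 difference of -1.80 (standard error 0.097, adjusted p = 9.8e-11), and DKK-1 and WISP-1, the 2 Wnt pathway proteins on the array, were both lower (2 when adjusted over the list alone, fry adjusted p = 3.1e-06). As the paper names or draws both from the same samples, this list is not independent evidence. The change of DKK-1 from 0.5 h to 2 h differed between NP and AP by -2.82 on the log2 scale (standard error 0.14, adjusted p = 9.1e-11). With median scaling the 2 h difference turned to 0.077 (adjusted p = 0.77) and the difference in change to 0.051 (adjusted p = 0.88), and the median of the Wnt list turned to 0.53. The list's call ended with quantile normalization (fry adjusted p = 0.054).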

Due to our limited observation time of 16 h, we were unable to examine the stages of proliferation and skin remodeling in the full-thickness skin wound healing of mice. Subsequently, we classified the results of the cytokine array into five stages based on known literature: hemostasis, inflammation, inflammation and proliferation, proliferation, and skin remodeling. Following this, we multiplied each raw intensity value by the corresponding normalization factor to obtain standardized intensity values. The expression FC of specific genes under experimental conditions (AP or NP at 0.5, 2, or 16 h) was determined as the ratio relative to the control group (AP at 0 h), using the average of the normalized intensity values across replicates. Each gene profiled on the array was then classified into one of five distinct functional groups: hemostasis, inflammation, inflammation and proliferation, proliferation, and remodeling (Figure 1A). 

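The files assign 42 analytes to inflammation, 25 to proliferation, 20 to inflammation and proliferation, 7 to remodeling and 4 to hemostasis. The 4 of hemostasis are PDGF-BB, Thrombopoietin, CFIII and Serpin E1. Complement Factor D is listed for inflammation and remodeling and IGFBP-1 for proliferation and remodeling, and both are counted here with the first of their groups, which gives 43 analytes of inflammation and 26 of proliferation. VEGF is listed for hemostasis, inflammation and proliferation and enters none of the 5 groups, nor do 3 analytes of lipid metabolism, IL-11, listed for apoptosis, or 6 analytes with no function given. The fold of a group is the sum over its members of the fold over AP 0 h, with hemostasis taken as the 3 factors drawn in Fig. 1.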

Initially, boxplots were employed to facilitate the comparison of gene-level expression fold changes between the two pressure settings and across multiple time points (Figure 2A). Subsequently, linear line plots derived from these boxplots demonstrated distinct expression patterns within each functional group, particularly at 0.5 and 2 h, across different pressure settings. 

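Among the 15 combinations of 5 groups and 3 times, the sum of folds over AP 0 h was higher in NP than in AP in 7. At 0.5 h, NP was above AP in all 5 groups, at 2 h in proliferation alone, by less than 1 SD, and at 16 h in hemostasis alone. Few members make up some of these sums: at 2 h, CFIII gave 85.7% of the hemostasis sum in AP, CCL20 64.9% of the inflammation sum in NP, and GDF-15 65.7% of the proliferation sum in NP. The reference scaling left NP above AP in 6 of the 15 combinations, which were inflammation and proliferation, each as its own group, at 0.5 h, proliferation at 2 h, and hemostasis, inflammation, and the joint group of inflammation and proliferation at 16 h. At 0.5 h this scaling put NP below AP in hemostasis, remodeling and the joint group. No test was run on the sums themselves, and with the negative control subtracted NP was above AP in 11 of the 15 combinations.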

Similar observations applied to various functional groups under the same pressure settings (Figure 2B). 

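The sum of the folds of PDGF-BB, Thrombopoietin and CFIII over AP 0 h was 11.0 ± 0.0483 in AP at 2 h and 1.29 ± 0.0348 in NP (mean ± SD, n = 2). All 3 factors were lower in NP than in AP at 2 h, although relative to the reference spots 1 was higher, 1 lower and 1 did not pass. With Serpin E1, which the files also list for hemostasis, the sums at 2 h were 25.8 ± 0.564 in AP and 13.9 ± 1.36 in NP.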

Interestingly, we found that cytokines related to hemostasis, in comparison between NP and AP, continued to be expressed at 2 h in the AP group during wound healing. However, NP had already completed the expression of hemostasis-related cytokines. This result is consistent with the observed phenomenon in experimental animals, suggesting that NP terminates the hemostasis stage earlier compared to AP. 

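In NP the sum of the 3 hemostasis factors was 3.25 ± 0.171 at 0.5 h and 3.11 ± 0.155 at 16 h (mean ± SD, n = 2). CFIII gave 80.5% of the sum at 16 h. In AP the sum was 2.49 ± 0.167 at 0.5 h and 0.687 ± 0.0912 at 16 h. PDGF-BB enters the AP sum at 16 h at its measured value, although it was above the negative control in neither sample. The reference scaling gave sums at 0.5 h of 12.2 in NP and 12.6 in AP, and at 16 h of 28.2 and 4.42.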

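The folds of the 43 analytes of inflammation over AP 0 h summed to 61.9 ± 0.440 in NP at 0.5 h, 36.3 ± 4.94 at 2 h and 24.5 ± 0.941 at 16 h, and to 39.8 ± 0.650, 59.3 ± 1.20 and 24.6 ± 0.936 in AP (mean ± SD, n = 2). Of the 43, 16 were higher in NP than in AP at 0.5 h, 3 lower and 24 did not pass. At 2 h, 1 was higher, CCL20, while 37 were lower and 5 did not pass. At 16 h, 4 were higher, 21 lower and 18 did not pass. CCL20 was at 23.5 ± 6.15 times the 0 h level in NP at 2 h and above the negative control in 1 of 2 samples at 0 h. The sums with the reference scaling at 0.5, 2 and 16 h were 232, 252 and 222 in NP and 202, 286 and 159 in AP, so that NP was above AP at 16 h. Relative to the reference spots, 6 were higher and 9 lower at 0.5 h, 3 higher and 25 lower at 2 h, and 8 higher and 8 lower at 16 h.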

Moving on to the second stage of wound healing, inflammation, a notable observation from Figure 2B and Figure 3A, is the pronounced peak in NP at 0.5 h, followed by a rapid decline at 2 h. This indicates that NP contributes to balancing inflammation, facilitating the healing of the wound. In the subsequent stage, inflammation and proliferation, a similar trend is observed, with late-stage inflammation-related cytokines in NP showing a peak at 0.5 h and a rapid decline at 2 h, whereas AP does not exhibit such a trend. 

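The 20 analytes of inflammation and proliferation had summed folds over AP 0 h of 24.3 ± 0.465, 7.94 ± 1.50 and 12.9 ± 0.246 in NP at 0.5, 2 and 16 h, and of 19.1 ± 0.810, 27.7 ± 0.607 and 18.2 ± 1.00 in AP (mean ± SD, n = 2). At 0.5 h, 5 were higher in NP, 1 lower and 14 did not pass, and at 2 h, 2 were higher and 18 lower. Endoglin, a TGF-β co-receptor of endothelium, gave the largest share of the sum in AP at 2 h, 36.9%. With the reference scaling, 1 was higher and 6 lower at 0.5 h, and 2 higher and 16 lower at 2 h. The sums with this scaling were 91.1, 55.1 and 117.3 in NP and 96.7, 133 and 116.9 in AP.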

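The 26 analytes of proliferation had summed folds over AP 0 h of 33.8 ± 3.76, 22.3 ± 1.57 and 10.2 ± 0.634 in NP at 0.5, 2 and 16 h, and of 22.5 ± 1.06, 21.8 ± 1.78 and 14.7 ± 0.436 in AP (mean ± SD, n = 2). The 7 analytes of remodeling summed to 3.86 ± 0.164, 1.63 ± 0.145 and 1.45 ± 0.209 in NP and to 3.35 ± 0.579, 3.08 ± 0.668 and 2.34 ± 0.294 in AP. Of the proliferation group, 16 were higher in NP and 0 lower at 0.5 h, while 1 was higher, GDF-15, and 23 were lower at 2 h. Of the remodeling group, 3 were higher and 1 lower at 0.5 h, and 0 higher and 6 lower at 2 h. Relative to the reference spots, the proliferation group had 5 higher and 4 lower at 0.5 h, and the remodeling group 0 higher and 4 lower. The sums with the reference scaling were 127, 155 and 92.5 in NP and 114, 105 and 94.6 in AP for proliferation, and 14.5, 11.3 and 13.2 against 17.0, 14.9 and 15.1 for remodeling.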

The expression of cytokines related to proliferation and skin remodeling is almost negligible. This is attributed to our earlier time limit of 16 h, which is insufficient to observe the proliferation and skin remodeling stages of wound healing.

In summary, NP treatment induces changes in the expression time and number of cytokines, initiating a series of signal transduction pathways that accelerate hemostasis, reduce the immune-inflammatory response, and expedite wound healing. The illustration in Figure 2C summarizes the results of this early wound healing experiment.

### 2.2. Enhanced Wound Healing and Hair Follicle Regeneration through NP Therapy

Recent studies challenge the traditional view of static bulge cells in unwounded skin. In wound healing, hair follicle bulge cells shift dynamically from unipotent to multipotent states through reciprocal signaling with dermal papilla fibroblasts via the Wnt/β-catenin pathway. Interfollicular stem cells generate migrating KCs, emphasizing the dynamic and essential role of hair follicle bulge cells. Post-injury, hair follicle unipotent stem cells transition to a multipotent state guided by dermal papilla fibroblasts through the Wnt/β-catenin/DKK-1 pathway. This signaling not only facilitates epidermal reconstitution but also induces fibroblasts to become myofibroblasts, contributing to wound contraction. Keratin14^+^/β1^-^−integrin-positive stem cells in the basal layer of the epidermis play a pivotal role in the wound healing process. Subsets like CD34^+^/Sox9^+^/keratin15^+^ in the mid-bulge and LRIG1^+^ in the upper bulge maintain skin homeostasis in uninjured skin [20]. These bulge-derived KCs exhibit robust expression of markers such as K15, tumor protein p63, K14, integrin subunit alpha 6, and cytokeratin 19. Therefore, in our study, we employed K15 and K14 as markers for hair follicle bulge and basal-layer epidermal cells, respectively, along with cytokeratin 10 (K10), a marker for spinous-layer epidermal cells. We used IHC to verify the differentiation of cells in the skin tissue surrounding the wound and compared their differentiation patterns under normal and NP conditions [21].

DKK-1 is a secreted protein that functions as a negative regulator of Wnt signaling to prevent hair follicle neogenesis but not HFSC re-epithelialization [22,23]. 

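In serum, DKK-1 was at 0.548 ± 0.0403 of the AP 0 h level in NP at 0.5 h and at 0.112 ± 0.00438 at 16 h, and in AP at 0.270 ± 0.0163 and 0.181 ± 0.000282 (mean ± SD, n = 2). NP was above AP at 0.5 h by 1.02 on the log2 scale (standard error 0.097, adjusted p = 1.1e-06 from limma) and below it at 16 h (-0.69, adjusted p = 1.3e-05). DKK-1 and WISP-1, the Wnt pathway proteins, were both higher in NP at 0.5 h (2 when adjusted over the list alone, fry adjusted p = 1.5e-04), a list call that ended with median scaling (median 0.43, fry adjusted p = 0.27), while that of WISP-1 ended with median scaling, the plane scaling and the negative control subtracted. The list is not independent evidence, because the paper names or draws both members from the same samples. An inhibitor and a Wnt-induced protein moving together also gives no direction of the pathway. The change of DKK-1 from 2 h to 16 h differed between NP and AP by 1.11 (standard error 0.14, adjusted p = 3.6e-06), which turned with median scaling (-1.31, adjusted p = 3.0e-04) and did not pass with quantile normalization (0.096, adjusted p = 0.64). Median scaling also ended the call at 0.5 h (0.026, adjusted p = 0.92), and the reference scaling and the plane scaling that at 16 h (adjusted p = 0.13 and 0.45).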

According to our results, DKK-1 expression was upregulated after 0.5 h, and a rapid reduction in DKK-1 expression was observed at 2 and 16 h after we analyzed the post-full-thickness skin wounds in mice treated with NP (Figure 1A,F). Stem cells are activated and recruited from different skin regions during wound healing. Lineage restriction and spatial confinement of resident skin stem cells were transiently lost during repair, allowing the contribution of multiple epidermal stem cells. HFSCs rapidly migrated from the bulge to the wound and contributed to epidermal repair. Bulge stem cells are in the permanent lowest portion of the hair follicle and provide high plasticity during wound healing [24].

To gain further insights into early wound healing quality, we assessed hair follicle regeneration and re-epithelialization through IHC staining. Specifically, we performed immunohistochemical staining for K15 expression at various time points (0.5, 2, and 16 h) under both AP and NP conditions.

As previously described [20], bulge-derived K15 served as a reliable biomarker for monitoring hair follicle regeneration and re-epithelialization in cutaneous wounds. Notably, we focused our analysis on the region within 0–3 mm around the wound edge, as depicted in Figure 3A. Insets in Figure 3A indicate the magnified regions for visual reference. Figure 3B quantitatively illustrates the presence of hair follicle bulge cells, specifically K15^+^ cells derived from the bulge, in the 0–3 mm region around the wound. Interestingly, at 0.5 h, AP showed a 24.3% presence, while NP exhibited a 31.3% presence in hair follicle bulge cells (K15^+^ cells), indicating a 7% increase under NP compared to AP conditions.

Additionally, we extended our investigation to include K14, which is another crucial marker for basal-layer epidermal cells, to further elucidate the progression of hair follicle regeneration and re-epithelialization. Similar to K15, we analyzed K14 expression through immunohistochemical staining (Figure 3E) and quantified hair follicle numbers and bulge-derived K15^+^ /K14^+^ cells within the 0–3 mm region from the wound edge (Figure 3D). The conversion from bulge-derived K15 to the basal-layer epidermal cell marker K14 was notably observed around 2 h after initiating NP treatment. Our analysis revealed a significant 8% increase in K14^+^ cells under NP conditions compared to AP at the 2 h mark of treatment. This transition from K15 to K14 expression is a significant event contributing to the accelerated wound healing observed under NP treatment, as it signifies hair follicle re-epithelialization. This process is crucial for wound healing, with Hair Follicle Stem Cells (HFSCs) in the skin bordering the wound playing a pivotal role. Statistical analysis further affirmed the significance of this transition, indicating a pronounced increase in hair follicle re-epithelialization (K15 to K14 conversion) under NP treatment compared to AP treatment, as illustrated in Figure 4B.

This may contribute to accelerated wound healing under NP treatment. Hair follicle re-epithelialization is pivotal in this process, with HFSCs at the wound border significantly contributing. 

Moreover, we observed the difference in the basal-layer epidermal cell markers K14 and K10, which are markers for spinous-layer epidermal cells in the wound epidermal area. We observed a significant increase of approximately 43% in the number of epidermal cells marked by K14 after 2 h of NP treatment. At the same time, we observed here that the expression of K14 in epidermal cells started to increase after a delay of 16 h under normal pressure treatment (From 10.58% to 62.89%, Figure 3E). However, we could not see a difference in K10, a marker for spinous-layer epidermal cells, within 16 h. It is speculated that it may be related to the wound healing time. This part of the study requires longer observations (Figure 3F,G).

Remarkably, the count of epithelial lineages within the hair follicle notably surged following NP treatment, particularly at the 0.5 to 2 h mark (Figure 3B,D). These findings underscore the active phenomenon of hair follicle regeneration and re-epithelialization induced by NP treatment.

### 2.3. DKK-1 Induction Enhances Differentiation of HFSCs into Epithelial Cells

Next, based on the results of the cytokine array analysis of serum at different time points before and after NP treatment (Figure 1), we sought to identify cytokines that might regulate the differentiation of HFSCs into epidermal HFSCs.

Interestingly, recent research has highlighted the role of DKK-1 in promoting the differentiation of HFSCs into epidermal cells, contributing to the restoration of the epidermis and wound closure [4,6]. In line with our findings, we observed that DKK-1 was upregulated earlier under NP treatment, at 0.5 h, compared to the control group, where it was expressed at 2 h (Figure 1F). This indirectly supports our hypothesis that DKK-1 could be one of the factors responsible for accelerated wound healing under NP treatment.

To identify cells expressing and secreting DKK-1 and influencing HFSC differentiation, we cultured HFSCs and macrophages (RAW264.7) in an NP chamber. RT-qPCR confirmed induced DKK-1 expression by macrophages after NP treatment at 0.5 h, not by HFSCs (Figure 4A).

Examining DKK-1’s impact on cell migration, we observed no effect on HFSC migration (Figure S2). HFSC differentiation into KCs is crucial for wound repair. HFSCs express K15, differentiating into basal proliferating-layer cytokeratin 5/14 [25], and further into spinous cells expressing cytokeratin 1/10 [26]. Immunofluorescence showed a significant increase in K14 when HFSCs were treated with DKK-1 from 2 h to 16 h (Figure 4B).

Through Western blotting, K10 expression increased in HFSCs 48–72 h post-DKK-1 treatment (Figure 4C). These results suggest that DKK-1 induces HFSC differentiation into basal and spinous epithelial layers, confirmed by statistical analysis (Figure 4C).

Building on the comprehensive analysis, we propose a compelling hypothesis related to NP treatment. The observed rise in serum DKK-1 levels is suggested to result from macrophage secretion. These DKK-1 molecules act as crucial mediators, initiating signal transduction processes that prompt HFSCs within bulge cells to differentiate into epidermal cells. This cascade of events propels the differentiated cells to actively migrate towards the wound site, significantly accelerating the wound healing process. The hypothesis is visually depicted in Figure 5, enhancing conceptual clarity. Additionally, the experimental design concept of this study is presented in Figure 6. 

## 3. Discussion 

Wound healing is orchestrated by a complex interplay of coagulation factors, paracrine signaling molecules, and immune cells. Pathological conditions like poorly managed diabetes or extensive burns can hinder wound healing efficiency. The clinical success of NPWT in complex wounds is well established, but the intricate molecular mechanisms remain unclear. Due to impracticalities in human trials, establishing an animal model is crucial for unraveling the precise molecular pathways associated with NPWT [27,28,29,30,31,32,33].

This study investigates the molecular mechanisms of NPWT in early wound healing using a mouse model, emphasizing cytokines, chemokines, and growth hormones. The results show dynamic changes in factors related to hemostasis, inflammation, and accelerated wound healing, suggesting NPWT’s efficacy. Despite the 16 h observation limitation, this study provides valuable insights, including a time course chart illustrating early cytokine responses. 

However, it is important to acknowledge certain limitations in our study. The 16 h observation time restricted a comprehensive exploration of the proliferation and skin remodeling stages, leaving opportunities for future investigation. Moreover, while our mouse model successfully simulated NPWT conditions, further in-depth research into the extended signaling transduction regulation and molecular mechanisms of related cytokines reported in our study is warranted. The later stages of wound healing, particularly the proliferation (5–7 days) and remodeling (14–21 days) phases, necessitate additional time points to draw definitive conclusions regarding the facilitative role of NP therapy in these stages [34].

In summary, this research sheds light on the role of macrophage-mediated DKK-1 secretion. Despite acknowledging study limitations, the discussion explores changes in cytokine expression, the phases of accelerated wound healing, and the promotion of HFSCs’ differentiation into epidermal cells. The proposed hypothesis suggests that DKK-1, induced by macrophages under NP conditions, serves as a critical mediator initiating signal transduction processes that contribute to the observed accelerated wound healing. Recognizing the need for extended research into signaling transduction regulation and molecular mechanisms, particularly in the later stages of wound healing, this study provides valuable insights into NPWT’s molecular underpinnings and offers a visual reference for researchers, potentially guiding future investigations.

### Clinical Problem Addressed

Despite the widespread clinical use of NPWT for promoting wound healing, the early-stage molecular mechanisms underlying its effectiveness remain poorly understood. The clinical problem addressed by our research is the lack of comprehensive insights into how NPWT impacts wound healing at the molecular level, especially during the initial stages. Understanding these mechanisms is crucial for optimizing NPWT’s therapeutic potential, ensuring better outcomes for patients undergoing this common wound care modality.

## 4. Materials and Methods

### 4.1. Electronic Laboratory Notebook Platform

The Electronic Laboratory Notebook Platform was not used.

### 4.2. Antibodies and Reagents

Human HFSC frozen vials (Cat #M36007-08), freezing media (Cat # M36007-08FM), serum-free media (Cat #M36007-08), complete media with serum (Cat #M36007-08S), Xeno-free cell dissociation media (Cat #M37001-02CDM), 1× trypsin EDTA (Cat #T1509-014), 1× PBS solution (calcium & magnesium free) (Cat #P1408-013), flasks (Cat #36007-08-T25 and Cat #36007-08-T75), and well plates were obtained from Celprogen (Torrance, CA, USA). DMEM (Dulbecco’s modified Eagle’s medium), PBS (phosphate-buffered saline), FBS (fetal bovine serum), and 1% penicillin/streptomycin were purchased from Gibco (Waltham, MA, USA). DDK1 (NM_012242) human recombinant protein (Cat #TP723065) was purchased from Origene (Rockville, MD, USA). RAW264.7 cells (Cat #TIB-71) were obtained from ATCC (Virginia, MA, USA). Individual chambers (2 block wells, sterile to SAL 10-6 20190) were obtained from SPL^®^ SPLScar™ Block. (Pocheon-si, Republic of Korea). EnVision Detection Systems Peroxidase/DAB [Rabbit/Mouse] (Cat #K5007) was purchased from Dako (Santa Clara, CA, USA). The Proteome Profiler Mouse XL Cytokine Array kit (Cat #ARY028) was purchased from R&D Systems (Minneapolis, MN, USA). DAPI (4’,6-diamidino-2-phenylindole, dihydrochloride) (Cat #D1306) and SuperScript III were purchased from Invitrogen (Carlsbad, CA, USA). TRIzol reagent was purchased from Life Technologies (Carlsbad, CA, USA). BSA (Cat #37520) was purchased from Thermo Fisher Scientific (Waltham, MA, USA). Triton X-100 (Cat #11332481001) and hematoxylin (Cat #H9627) were purchased from Sigma‒Aldrich (St. Louis, MO, USA). The 4% paraformaldehyde (Cat #INOV29) was purchased from BIONOVAS^®^ (Kingsdale Ave, Toronto, Canada). Normal donkey serum (Cat #148087) was purchased from Jackson ImmunoResearch (West Grove, PA, USA). FORANE (isoflurane) was purchased from Aesica (Queenborough, UK). Bain (Nalbuphine) was purchased from Genovate Biotechnology (Hsinchu County, Taiwan). Antibodies employed for immunohistochemistry, immunofluorescence, and Western blotting are detailed in Table S1.

### 4.3. Mouse Care

Eight-week-old male C57BL/6JNarl mice were purchased from the National Laboratory Animal Center (Taipei, Taiwan). The animal experiments were approved by the Institutional Animal Care and Use Committee (IACUC) of Chang Gung Memorial Hospital (IACUC-2016071301).

### 4.4. Establishment of a Mouse Model for NPWT

We implemented a mouse model to investigate the influence of NPWT on wound healing. The experimental protocol involved the following steps: Eight-week-old male C57BL/6JNarl mice were randomly allocated into two groups—a traditional wet dressing group under atmospheric pressure (AP) and an NP group. At each time point, 2–3 mice were utilized, with data collected at 0, 0.5, 2, and 16 h.

To maintain consistent wound pressure, mice were anesthetized with isoflurane and positioned using a stabilizer, with tranquilizers and analgesics administered as needed. Subsequently, the dorsal hair of the mice was removed using electric shavers, followed by complete depilation using depilatory cream. A 6 mm diameter full-thickness wound was then created in the dorsal region of each mouse utilizing a biopsy punch (Figure S1A). To preserve the wound’s shape, a 0.2 cm thick artificial skin layer was applied around the wound edge (Figure S1B). The wound was covered with a dressing, and NP therapy was administered using the Apex NP therapy device at a pressure of 125 mmHg for varying treatment durations. Mice were sacrificed at different time points, and serum, along with tissue surrounding the wound, was collected for analysis.

This mouse model effectively simulated skin injury and replicated the NPWT procedure within a controlled environment. The experimental design allowed for an investigation into the impact of NP therapy on wound healing while controlling for potential confounding factors. By employing different treatment durations under a consistent NP regimen, we were able to discern time-dependent responses to NPWT.

In the subsequent analysis, our focus centered on evaluating the effects of NPWT on wound healing across four distinct stages. 

### 4.5. NPWT

To assess the impact of NPWT on wound recovery in mice, we conducted a randomized division of mice into two groups: one subjected to traditional wet dressing under AP and the other to NP wound therapy. Each experimental group comprised 2–3 mice for analysis of outcomes. Mice were anesthetized with isoflurane (4–5% for induction and 3% for maintenance anesthesia). The mice were fixed with a stabilizer during this procedure and given appropriate tranquilizers (diazepam: 5 mg/kg intraperitoneally) and analgesics (ketorolac: 0.7–10 mg/kg, 24 h orally) to ensure that the wound pressure remained stable. Then, the hair on the back of the mice was removed using electric shavers, and depilatory cream was used for complete removal. A biopsy punch (Kai Industries, Co., Ltd., Seki-shi, Japan) was used to produce a 6 mm diameter full-thickness wound on the backs of the mice. Next, a 0.2 cm thick layer of artificial skin was applied to the edge of the wound to fix the shape of the wound. After the wound was covered with a dressing, an NP therapy device manufactured by Apex (ZIP-S, Apex Medical Corp., Pingtung City, Taiwan) was used to treat the wound with an NP of 125 mmHg for different treatment times.

### 4.6. Immunohistochemical (IHC) Staining and Hair Follicle Count

After the NPWT experimental steps, mouse skin wound tissue (including new tissue and original tissue) was measured to determine the size of the epidermal tissue along the edge of the wound for paraffin embedding to perform IHC staining and hair follicle counts. Mice were euthanized via carbon dioxide inhalation. To examine the expression and location of cytokeratin 15 (K15), IHC staining was performed on sections of AP and NP wound skin tissues at different time points. Sections were deparaffinized and rehydrated. Antigen retrieval was performed using a citric acid buffer at 95 °C for 20 min, followed by washing three times with PBS. Endogenous peroxidase activity was quenched using 3% H_2_O_2_ in methanol at room temperature for 20 min. Nonspecific binding was blocked by preincubation with PBS containing 5% BSA for 30 min at room temperature. The sections were incubated with anti-K15 at 4° C overnight, followed by an anti-mouse antibody at room temperature for 1 h. Bound antibodies were detected using the DAB substrate (1 mL substrate buffer mixed with 20 μL DAB chromogen). Finally, the tissue was counterstained with hematoxylin for 1 min and mounted. The slides were observed under a microscope, and the hair follicle bulge cells, specifically bulge-derived K15^+^ cells, were counted using TissueFAXS Viewer 5.0 (Vienna, Austria). Antibodies employed for immunohistochemistry are detailed in Table S1.

### 4.7. Cytokine Array Assay

We collected 500 µL of blood in 1.5 mL Eppendorf tubes from the cheeks of the mice after AP or NP treatment before euthanasia. After setting for 0.5–2 h, centrifugation was performed at 1500× *g* and 4 °C for 10 min. The supernatant was transferred into a new tube and centrifuged at 13,000× *g* and at 4 °C for 3 min to obtain the serum. Serum cytokine levels were analyzed using the mouse XL cytokine array (R&D Systems, USA) according to the manufacturer’s instructions. Serum samples (20 µL) from the AP or NP groups were combined for each test for a final volume of 100 µL for each array membrane. The arrays were analyzed using the UVP imaging system and exposed for 10 min, with one picture recorded every 3 min. The results were quantified using ImageJ software (JAVA 1.8.0, USA). 

### 4.8. Cytokine Array Analysis

The raw intensity values from the cytokine array were normalized using a widely recognized global adjustment method [35]. Specifically, for each array, we calculated a replicate-specific normalization factor ($F_{i}$) based on the mean intensity across three positive references (${\bar{R}}_{i}$), each measured in duplicate spots, using the formula $F_{i}=min(1,\;{\bar{R}}_{(i\%2)+1}/{\bar{R}}_{i})$. Here, i represents the index of the replicate, which is either 1 or 2, min refers to taking the minimum between values, and % represents the modulo operation. Subsequently, we multiplied each raw intensity value by the normalization factor of the corresponding replicate to obtain the normalized intensity value. The expression fold change (FC) of a specific gene under an experimental condition (AP or NP at 0.5, 2, or 16 h) was determined as the ratio relative to the control group (AP at 0 h) using the average of the normalized intensity values across replicates. In addition, each gene profiled on the array was classified into one of five distinct functional groups: hemostasis (3 genes), inflammation (43 genes), inflammation and proliferation (20 genes), proliferation (26 genes), and remodeling (7 genes). When calculating the FC for each functional group, we computed the mean FC across all gene members within the same group. The raw data were submitted to GEO (GSE252915).

### 4.9. Culture of Human Hair Follicle Stem Cells (HFSCs)

In this study, Human Hair Follicle Stem Cells (HFSCs) were utilized, obtained from Celprogen under catalog number 36007-08. The cells were provided in a frozen ampule, containing 1.2 × 10^6^ cells, sourced from the Human Frontal region Scalp’s Hair Follicle bulge. For storage, the frozen vial was maintained in the liquid nitrogen vapor phase. Thawing procedures were crucial for cell viability. The cryovial, retrieved from dry ice or liquid nitrogen vapor phase, was swiftly transferred to a 37 °C water bath or 37 °C dry oven in a shaker for less than 1–2 min. Subsequently, the thawed cells were promptly diluted in complete growth media with serum to minimize potential toxic effects. Prior to experimentation, thorough assessments were conducted. Mycoplasma tests, employing both PCR and agar methods, yielded negative results. Sterility checks confirmed the absence of bacteria, yeast, and mold. Donors underwent pre-screening, testing negative for infectious diseases such as ABO/RH, Hepatitis B Surface Antigen, HIV1 and 2, Syphilis, and others. The HFSCs expressed positive markers, including bl-integrin, Keratin 15, Keratin 19, CD71, SA 200, S100, CK19, CK14 (10%), CD34, CD133, Nestin, Ki67, Sox 2, Neurogenin 3, Map 2, O 2A, S-100B, and NF. 

Cell culture conditions were meticulously controlled. Maintained at 37 °C in a 5% CO_2_ humidified incubator, the cells exhibited a mixed population with approximately 95% attached cells and 5% in suspension. Daily media changes were imperative after 48 h or upon observing a change in color to a slight yellow from pink. The culture was characterized by a rapid growth rate, with a population doubling time of 24 h. For sub-culturing, thawed cells were transferred to a sterile centrifuge tube, washed, and centrifuged at 100× *g* for 7 min. The resulting cell pellet was resuspended in Human Hair Follicle Stem Cells Complete Growth Medium. Subsequently, the cells were added to pre-coated flasks with Human Hair Follicle Stem Cells Extracellular Matrix, incubated at 37 °C in a 5% CO_2_ humidified incubator. Media changes were performed every 24 to 48 h, with a sub-culturing ratio of 1:3 depending on cell density. Seeding cells from plated tissue culture flasks involved wiping with 70% ethanol, washing with 1× PBS sterile solution, trypsinization, neutralization with Human Hair Follicle Stem Cells Culture Complete Growth Media with Serum, and centrifugation at 100× *g* for 7 min. The cells were then plated (5 × 10^5^) on pre-coated flasks with Human Hair Follicle Stem Cells Culture Extracellular Matrix. In addition to the HFSCs, specific reagents were utilized, such as Freezing Medium (Celprogen, Cat# M36007-08FM), and Trypsin (Celprogen, Cat# T1509-014). PBS at 1× was used as a sterile solution (Celprogen, Cat# P1408-013). 

Comprehensive details, protocols, flow diagrams, and videos can be found at https://celprogen.com/human-hair-follicle-stem-cells-frozen-vial/. Note: All procedures strictly adhered to the guidelines provided by Celprogen and followed the specific instructions outlined in Section 4.

### 4.10. Cell Migration Analysis

HFSCs were cultured in a chamber or block and then clamped to the insert after the cells grew to 80% confluence. The cells were placed in serum-free medium for 16 h and treated with or without DKK-1 (200 ng) for 0, 2, and 16 h. At each time point, the medium was removed, the cells were washed with PBS, and they were observed using a microscope and ImageJ software (JAVA 1.8.0, USA).

### 4.11. Immunofluorescence Analysis

The cells were fixed in 4% formaldehyde for 20 min, permeabilized with 0.1% Triton X-100-PBS, and blocked in 10% normal donkey serum (Jackson ImmunoResearch). Antigen localization was performed by incubation with the appropriate antibodies at 4 °C overnight. The secondary antibodies conjugated to Alexa Fluor 488, Alexa Fluor 568, or Alexa Fluor 647 (Molecular Probes) were then applied for another 2 h incubation at 25 °C. DNA staining was performed using DAPI (4,6-diamidino-2-phenylindole) (Molecular Probes, Eugene, OR, USA). The images were observed under a confocal microscope (Leica TCSSP2; Leica Microsystems Inc., Buffalo Grove, IL, USA).

### 4.12. Western Blot

Western blot procedures were performed as described in ref [36]. Antibodies employed for Western blot are detailed in Table S1.

### 4.13. RT-qPCR

Total RNA from HFSCs or RAW264.7 cells was extracted using a commercial TRIzol reagent. RNA (5 μg) was reverse-transcribed in a final volume of 20 μL using SuperScript III (Invitrogen) following the manufacturer’s protocol. qPCR amplification was conducted using Rotor-Gene Q (Corbett-Research, Mortlake, Australia). PCR products were monitored by measuring the fluorescence of the intercalated SYBR Green (Qiagen, Hilden, Germany). The primers used were mDKK-1 (F:5’-TCTCTATGAGGGCGGCAACA-3’ and R:5’-TTTCGGCAAGCCAGACAG AT-3’) and hDKK-1 (F:5’-GAGTACTGCGCTAGTCCCAC-3’ and R:5’-TGGAATACCCATC CAAGGTGC-3’), respectively. The expression of DKK-1 was normalized to that of commercial Mm_Actb_2_SG (ID: Actb: QT01136772) and commercial Hs_GAPDH_2_SG (ID: Gapdh: QT01192646), respectively.

### 4.14. Statistical Analysis

Statistical analysis was performed using GraphPad Prism 8.0 software (GraphPad, San Diego, CA, USA). Student’s *t*-tests were conducted with a significance level set at *p* ≤ 0.05. The data are presented as mean ± standard error of the mean (s.e.m.) or standard deviation (SD), as specified in the Supplemental Excel. Cytokine production quantification from the cytokine arrays was based on the average of duplicate values from two independent experiments, with statistical significance determined using a *t*-test. Data are expressed as mean ± SD, with significance denoted as * *p* < 0.05 and ** *p* < 0.01. Our choice of the Student’s *t*-test for analyzing expression fold changes between pressure settings (AP and NP) was based on its suitability for scenarios with large effect sizes and small sample sizes, as supported by De Winter 2013. Simulations from this study confirmed the efficacy of Student’s *t*-test in controlling Type I errors at 5% for sample sizes as small as 2–5 when effect sizes exceed 80%. Our data align with these criteria, showing substantial effect sizes across time points measured by Cohen’s d (370% for 0.5 h, 797% for 2 h, and 476% for 16 h). 

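Cohen's d, the difference of the NP and AP means over their pooled SD, had a median absolute value of 371% at 0.5 h, 797% at 2 h and 476% at 16 h over the 111 analytes. The number of analytes with an absolute d above 2 was 80, 97 and 82. Each pooled SD rests on 2 NP and 2 AP samples. With the reference scaling the medians were 243%, 460.1% and 308%.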

Supplementary Figure S3 provides a boxplot illustrating the distribution of effect sizes across all tested genes, further justifying our choice of Student’s *t*-test. References to experimental and analytical methods can be found in [37,38].

## Figures and Tables

**Figure 1:**
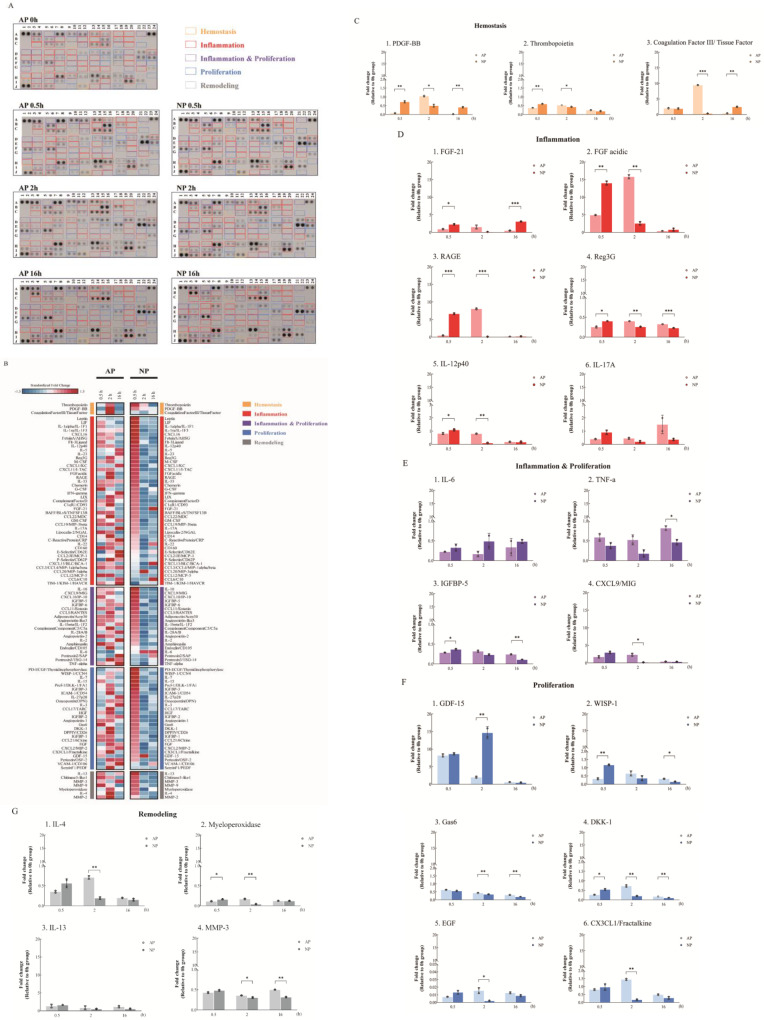
Cytokine array analysis under AP or NP in the early timeline of wound healing. (**A**) Comparison of cytokine expression at 0, 0.5, 2, and 16 h between the AP and NP groups using the cytokine array. The “yellow frames” indicate hemostasis cytokines. The “red frames” indicate inflammatory cytokines. The “purple frames” indicate inflammation and proliferation cytokines. The “blue frames” indicate proliferation cytokines. The “gray frames” indicate remodeling cytokines. (**B**) The heatmap displays standardized expression fold changes, reflecting the extent of these changes in atmospheric (AP) or negative (NP) pressure settings at specific time points compared to the control experiments (0 h). Z−scores for each gene were calculated based on its fold change data from both pressure settings, and genes within the same functional group were sorted based on their Z−scores at the 0.5 h mark in NP. (**C**) Inflammation-related, (**D**) inflammation and proliferation, (**E**) proliferation, (**F**) and remodeling (**G**) cytokine expression. Statistical significance: * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001 Student’s *t*-test); data shown as mean ± SD.

**Figure 2:**
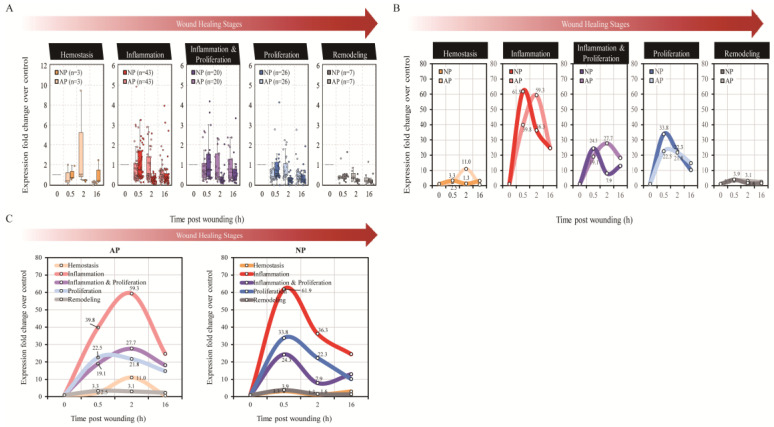
Boxplots facilitate and line plots of cytokine array analysis. (**A**) The boxplots facilitate the comparison of gene-level expression fold changes between the two pressure settings and across multiple time points. The number of genes within each functional group is indicated in parentheses. (**B**) The line plots reveal distinct expression patterns within each functional group, particularly at 0.5, 2, and 16 h, across different pressure settings, and (**C**) similar observations applied to various functional groups with the same pressure settings.

**Figure 3:**
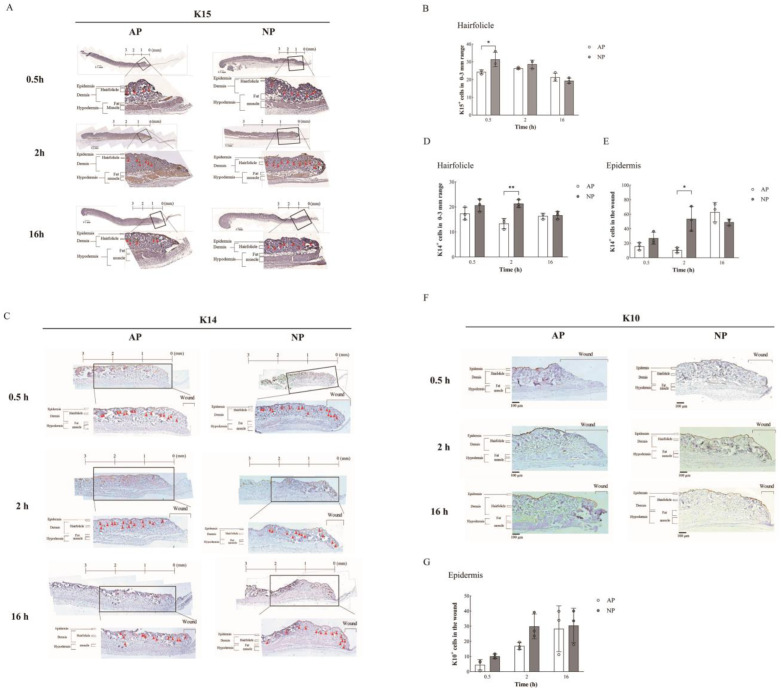
Immunohistochemical analysis of wound healing and hair follicle regeneration. (**A**) K15 expression: Immunohistochemical staining (brown) at 0.5, 2, and 16 h under AP and NP. Insets show magnified regions. Distance from the wound edge is indicated. Arrows indicate hair follicle locations. (**B**) Hair follicle numbers, bulge-derived K15^+^ cells, within 0–3 mm from the wound edge were quantified. (**C**) K14 expression: Immunohistochemical staining (brown) of K14 expression. Insets reveal enlarged regions, with red triangle arrows indicating the location of hair follicles and the distance marked from the wound edge. (**D**) Hair follicle numbers, bulge-derived K15^+^ cells, were quantified. (**E**) The epidermal K14 expression: Statistical analysis of K14 expression in the epidermis of the wound surface (n = 3). (**F**) K10 expression: Immuno-histochemical staining (brown) of K10 expression. (**G**) Insets show magnified regions. K10 expression in the epidermis of the wound surface was quantified. Statistical significance assessed via Student’s *t*-test. Data presented as mean ± SD. * *p* < 0.05, ** *p* < 0.01, compared to mice treated with AP or NP.

**Figure 4:**
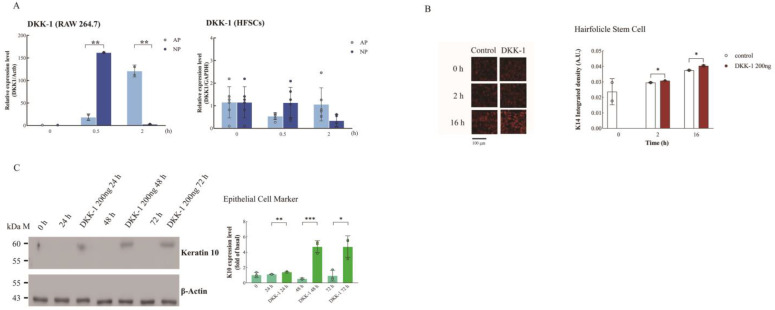
Upregulation of DKK-1 expression by NP in macrophages and its induction of HFSC differentiation. (**A**) RT-qPCR analysis of DKK-1 expression in HFSCs and macrophages under AP or NP conditions at various time points. Note: HFSCs show no expression of DKK-1 under both NP and AP conditions. (**B**) HFSCs treated with 200 ng DKK-1 for 2 h were examined by confocal microscopy, with K14 (red) expression quantified using ImageJ. (**C**) HFSCs treated with 200 ng DKK-1 for indicated intervals (0, 24, 48, and 72 h), and K10 protein levels were determined by Western blotting. Statistical significance: * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001 (Student’s *t*-test); data presented as mean ± SD.

**Figure 5:**
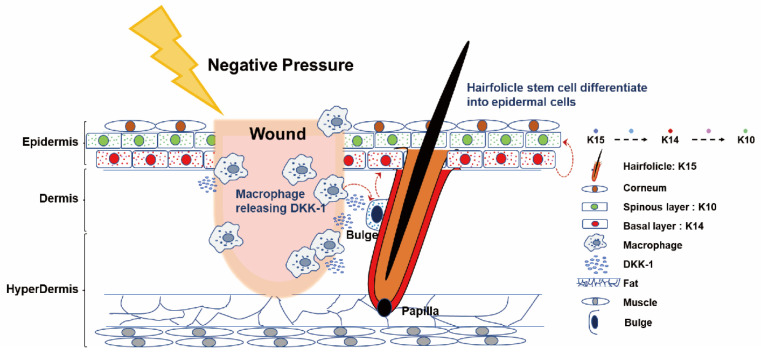
Summary graphic illustration: Cartoon representation of NPWT-induced HFSC differentiation into epidermal cells via macrophage-mediated DKK-1 release in mice. This diagram depicts the NPWT mechanism in mice, where a physical factor induces macrophage-secreted DKK-1 near the wound. DKK-1 stimulates the differentiation of HFSCs from bulge-derived K15^+^ cells into K14^+^ bulge-derived KCs and simultaneously stimulates them to migrate to the vicinity of the wound through an unknown signaling process, differentiating into K10^+^ epidermal cells. NP, acting as a physical factor, simultaneously triggers distinct signaling pathways, regulating hemostasis and immune-inflammatory responses, while accelerating wound healing by promoting HFSC differentiation. This simplification clarifies NPWT’s molecular events, highlighting the interplay between macrophages, DKK-1, and HFSCs. These cells migrate toward the wound, enhancing healing. Skin components and molecular interactions (right) are for reference.

**Figure 6:**
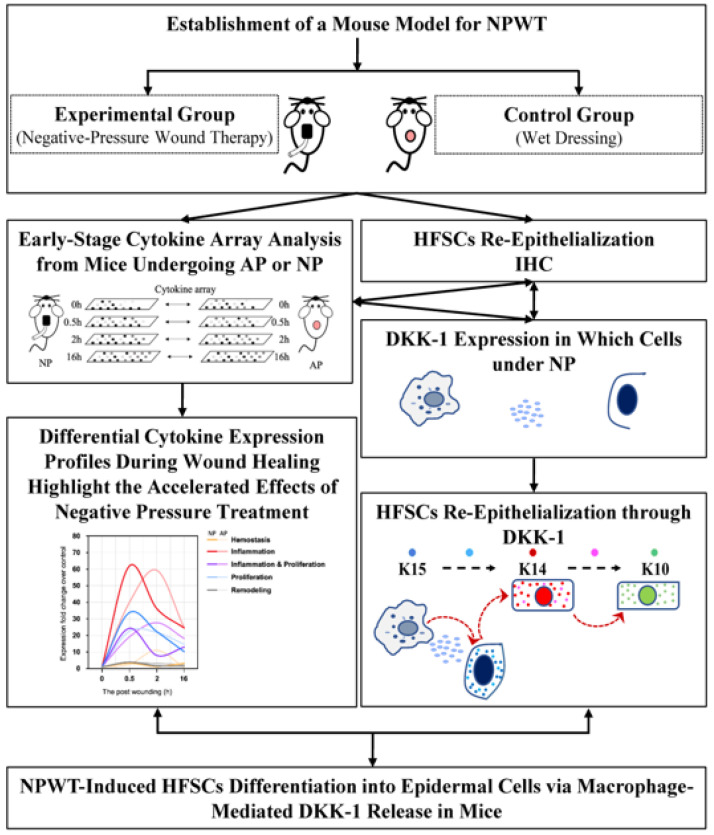
The scheme of this study.

## Data Availability

All data are contained within the article and supplementary materials.

## Supplementary Materials

The following supporting information can be downloaded at https://www.mdpi.com/article/10.3390/ijms25042373/s1.

## Abbreviations

Antimicrobial peptides and proteins (AMPs); Atmospheric pressure (AP); Antimicrobial peptides and proteins (AMPs); Cytokeratin 10 (K10); Cytokeratin 15 (K15); Dickkopf-related protein 1 (DKK-1); Fold change (FC); Growth-differentiation-factor-15 (GDF-15); Hair Follicle Stem Cells (HFSCs); Immunohistochemical (IHC); Institutional Animal Care and Use Committee (IACUC); Keratinocytes (KCs); Negative pressure (NP); Negative Pressure Wound Therapy (NPWT); Regenerating islet-derived protein 3G (Reg3G)

# Supplementary material for: Deciphering Early-Stage Molecular Mechanisms of Negative Pressure Wound Therapy in a Murine Model
**Source:** Int J Mol Sci. 2024 Feb 17;25(4):2373. doi: 10.3390/ijms25042373
**Supplement:** Supplementary file 1

Supplementary Materials

Supplementary Figure and Figure Legends

A

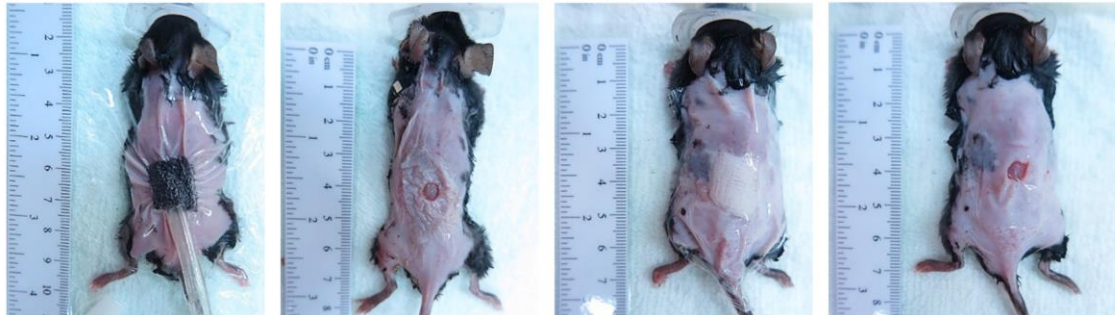

B

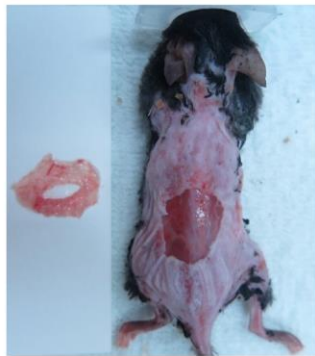

Figure S1 Mouse dorsal wound site for NPWT and AP.

(A) The left images depict the dorsal wound site conditions during NPWT, while the right images illustrate the conditions during AP treatment. (B) These images display the skin that was removed from around the wound site for reference.

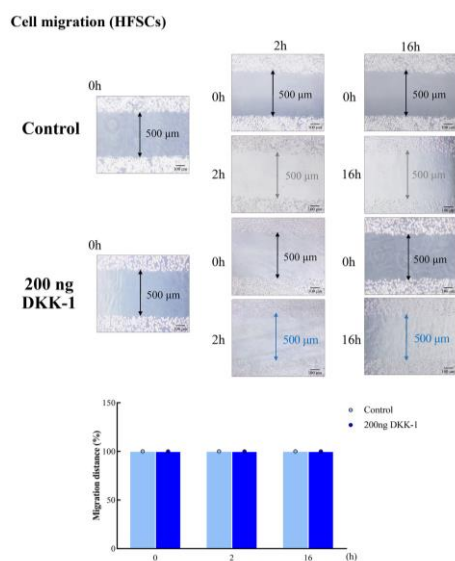

Figure S2 Migration Analysis of HFSCs.

HFSCs were treated with 200 ng DKK-1, and their migration was monitored over time using ImageJ.

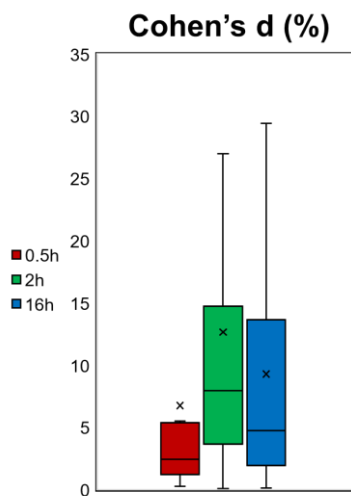

Figure S3 The box plot illustrates the distribution of effect sizes across all tested genes, with red representing 0.5h, green representing 2h, and blue representing 16h.

Supplementary Table

Table S1 Antibodies used for immunohistochemistry, immunofluorescence and western blot.

Antigen	Manufacturer	Clone	Isotype	Dilution
Anti- Cytokeratin 10 antibody<br>(Cat #ab76318)	Abcam, Cambridge, MA, USA	Rabbit monoclonal [EP1607IHCY]	IgG	WB:1:250<br>IF: 1:100
Anti-Cytokeratin 14 antibody<br>(Cat #MA5-11599)	Invitrogen, Waltham, MA USA	Mouse monoclonal [LL002]	IgG3	IHC-P: 1:100<br>IF: 1:100
anti-Cytokeratin 15 antibody<br>(Cat #ab80522)	Abcam, Cambridge, MA, USA	Mouse monoclonal [LHK15]	IgG2a	IHC-P: 1:100<br>IF: 1:100
Anti-β-Actin antibody<br>(Cat #A5441)	Sigma-Aldrich, St. Louis, MO,USA	Mouse monoclonal [AC-15]	IgG1	WB:1:20,000
Anti-Mouse IgG-Peroxidase antibody produced in rabbit<br>(Cat #A9044)	Sigma-Aldrich, St. Louis, MO,USA	Polyclonal	IgG	Secondary antibodies<br>WB for Actin: 1: 10,000
Goat anti-Rabbit IgG<br>(Cat #12-348)	Sigma-Aldrich, St. Louis, MO,USA	Polyclonal	IgG	Secondary antibodies<br>WB for K-10: 1:1,000
Alexa Flour 647 donkey anti-mouse<br>(Cat #A31571)	Invitrogen, Carlsbad, CA, USA	Polyclonal	IgG	Secondary antibodies<br>IF for K-14 and K-15: 1:1,000
Alexa Flour 488 donkey anti-rabbit<br>(Cat #A21206)	Invitrogen, Carlsbad, CA, USA	Polyclonal	IgG	Secondary antibodies<br>IF for K-10: 1:1,000

Table S2 Cytokine array list

Coordinate	Analyte/Control	Entrez ID	Gene	Alternate Nomenclature
A1, A2	Reference Spots	N/A		
A3, A4	Adiponectin/Acrp30	11450	AdipoQ	
A5, A6	Amphiregulin	11839	AR, SDGF	
A7, A8	Angiopoietin-1	11600	Ang-1, Angpt1	
A9, A10	Angiopoietin-2	11601	Ang-2, Angpt2	
A11, A12	Angiopoietin-like 3	30924	ANGPT-L3	
A13, A14	BAFF/BLyS/TNFSF13B	24099	CD257, TALL1, THANK, ZTNF4	
A15, A16	C1q R1/CD93	17064	AA4 Antigen, C1q Rp, CD93	
A17, A18	CCL2/JE/MCP-1	20296	MCAF	
A19, A20	CCL3/CCL4/MIP-1α/β	20302/20303		
A21, A22	CCL5/RANTES	20304	SISd	
A23, A24	Reference Spots	N/A		
B3, B4	CCL6/C10	20305	MRP-1	

B5, B6	CCL11/Eotaxin	20292	
B7, B8	CCL12/MCP-5	20293	
B9, B10	CCL17/TARC	20295	
B11, B12	CCL19/MIP-3 β	24047	ELC
B13, B14	CCL20/MIP-3 α	20297	exodus-1, LARC
B15, B16	CCL21/6Ckine	18829	exodus-2, SCYA21, SLC, TCA-4
B17, B18	CCL22/MDC	20299	ABCD1, MDC, STCP-1
B19, B20	CD14	12475	
B21, B22	CD40/TNFRSF5	21939	
C3, C4	CD160	54215	Natural killer cell receptor BY55, NK1; NK28
C5, C6	Chemerin	71660	RARRES2, TIG-2
C7, C8	Chitinase 3-like 1	12654	CHI3L1, Cgp39, YKL40
C9, C10	Coagulation Factor III/Tissue Factor	14066	TF, CD142, Thromboplastin
C13, C14	Complement Factor D	11537	Adipsin, C3 convertase activator, Properdin factor D
C15, C16	C-Reactive Protein/CRP	12944	
C17, C18	CX3CL1/Fractalkine	20312	FKN, Neurotactin
C19, C20	CXCL1/KC	14825	CINC-1; GRO α ; KC; MGSA- α
C21, C22	CXCL2/MIP-2	20310	GRO β , GRO2, CINC-3
D1, D2	CXCL9/MIG	17329	CRG-10, CMK
D3, D4	CXCL10/IP-10	15945	CRG2, C7
D5, D6	CXCL11/I-TAC	56066	H174, SCYB9B
D7, D8	CXCL13/BLC/BCA-1	55985	
D9, D10	CXCL16	66102	SRPSOX
D11, D12	Cystatin C	13010	ARMD11, CST3, γ -trace
D13, D14	DKK-1	13380	Dickkopf-1
D15, D16	DPPIV/CD26	13482	Dpp4, Dipeptidyl-peptidase IV
D17, D18	EGF	13645	Epidermal Growth Factor
D19, D20	Endoglin/CD105	13805	ENG
D21, D22	Endostatin	12822	Col18a1
D23, D24	Fetuin A/AHSG	11625	AHSG, alpha-2-HS-glycoprotein
E1, E2	FGF acidic	14164	FGF-1
E3, E4	FGF-21	56636	
E5, E6	Flt-3 Ligand	14256	Flt3lg
E7, E8	Gas 6	14456	Growth Arrest Specific
E9, E10	GCSF	12985	Csf3
E11, E12	GDF-15	23886	MIC-1
E13, E14	GM-CSF	12981	Csf2
E15, E16	HGF	15234	Scatter Factor, SF, Hepatopoietin-A
E17, E18	ICAM-1/CD54	15894	
E19, E20	IFN- γ	15978	IFNG

E21, E22	IGFBP-1	16006	
E23, E24	IGFBP-2	16008	
F1, F2	IGFBP-3	16009	
F3, F4	IGFBP-5	16011	
F5, F6	IGFBP-6	16012	
F7, F8	IL-1 α /IL-1F1	16175	
F9, F10	IL-1 β /IL-1F2	16176	
F11, F12	IL-1ra/IL-1F3	16181	IL1RN
F13, F14	IL-2	16183	
F15, F16	IL-3	16187	
F17, F18	IL-4	16189	B cell-stimulatory factor-1
F19, F20	IL-5	16191	
F21, F22	IL-6	16193	
F23, F24	IL-7	16196	
G1, G2	IL-10	16153	CSIF
G3, G4	IL-11	16156	
G5, G6	IL-12 p40	16160	
G7, G8	IL-13	16163	
G9, G10	IL-15	16168	
G11, G12	IL-17A	16171	
G13, G14	IL-22	50929	IL-TIF
G15, G16	IL-23	83430	
G17, G18	IL-27 p28	246779	
G19, G20	IL-28A/B	330496/338374	
G21, G22	IL-33	77125	NF HEV, DVS 27
G23, G24	LDL R	16835	low density lipoprotein receptor
H1, H2	Leptin	16846	OB
H3, H4	LIF	16878	
H5, H6	Lipocalin-2/NGAL	16819	Siderocalin, 24p3
H7, H8	LIX	20311	CXCL5, GCP-2, ENA-78
H9, H10	M-CSF	12977	CSF-1
H11, H12	MMP-2	17390	Gelatinase A
H13, H14	MMP-3	17392	Stromelysin-1
H15, H16	MMP-9	17395	Clg4b, Gelatinase B, GELB
H17, H18	Myeloperoxidase	17523	MPO
H19, H20	Osteopontin (OPN)	20750	Eta-1, Spp1
H21, H22	Osteoprotegerin/TNFRSF11B	18383	OPG, Ocif
H23, H24	PD-ECGF/Thymidine phosphorylase	72962	dThdPase, ECGF1, Gliostatin, MEDPS1, MNGIE
I1, I2	PDGF-BB	18591	
I3, I4	Pentraxin 2/SAP	20219	PTX2
I5, I6	Pentraxin 3/TSG-14	19288	PTX3

I7, I8	Periostin/OSF-2	50706	Fasciclin I-like, POSTN, TRIF52
I9, I10	Pref-1/DLK-1/FA1	13386	DLK1, pG2, ZOG
I11, I12	Proliferin	18811	MRP
I13, I14	Proprotein<br>9/PCSK9	Convertase<br>100102	NARC-1
I15, I16	RAGE	11596	AGER
I17, I18	RBP4	19662	Retinol-Binding Protein 4
I19, I20	Reg3G	19695	PAP3
I21, I22	Resistin	57264	ADSF, FIZZ3
J1, J2	Reference Spots	N/A	
J3, J4	E-Selectin/CD62E	20339	ELAM1, LECAM2, Sele
J5, J6	P-Selectin/CD62P	20344	GMP-140, LECAM3, Selep
J7, J8	Serpin E1/PAI-1	18787	Nexin, PLANH1
J9, J10	Serpin F1/PEDF	20317	EPC-1
J11, J12	mrombopoietin	21832	Tpo, MGDF
J13, J14	TIM-1/KIM-1/HAVCR	171283	
J15, J16	TNF- α	21926	TNFSF1A
J17, J18	VCAM-1/CD106	22329	
J19, J20	VEGF	22339	VEGF-A, VPF
J21, J22	WISP-1/CCN4	22402	
J23, J24	Negative Control	N/A

How the deposited data were processed for this re-analysis (not part of the article)

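Serum proteins were measured with a membrane antibody array in mice with full-thickness skin wounds, in 7 groups of 2 samples: AP, a wet dressing at atmospheric pressure, at 0, 0.5, 2 and 16 h, and NP, a negative pressure of 125 mmHg, at 0.5, 2 and 16 h. Each file holds, for 111 analytes, 3 reference spot positions and a negative control, the raw intensity that the authors quantified with ImageJ. It also holds a normalized intensity, which the authors made by multiplying the raw value by a factor for each sample, the smaller of 1 and the mean of the reference spots of the other sample of the group over the sample's own. The authors further give the fold over AP 0 h, the ratio of the normalized value to the mean of the 0 h samples. The methods describe the array values as averages of duplicate values, and whether ImageJ subtracted a background is not stated in the text searched.

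The deposited series values and the normalized columns were checked to be equal (largest relative difference 0), the folds were recomputed (largest relative difference 4.83e-14) and so was the factor (largest difference 2.64e-07). The Entrez identifiers of 111 of 111 analytes matched a gene symbol, 0 normalized values were at or below 0, and 0 columns of values were left unused. The supplementary table has a gap at the array position of Complement Component C5, which was filled by hand. The negative control has no normalized value, so its raw value times the factor of the sample was used, and an analyte counts as detected in a sample when it lies above it. A fold of a single analyte against a group in which no sample is above the negative control is given only as a bound, and only where both samples of the brighter group are above it. The bound is the mean log2 of the brighter group against the mean over the samples of the dim group of, per sample, the higher of the analyte's own value and the lowest value among analytes above the negative control.

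Each comparison was tested on log2 of the authors' normalized intensity with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a trend), over all 14 samples so that the groups share an estimate of the spread, without a block for the replicate number. p-values were adjusted by the Benjamini-Hochberg method over the 111 analytes of a comparison, with a threshold of 0.05. The comparisons were NP against AP at each time, each later group against AP 0 h, and the differences between NP and AP in the change from 0.5 to 2 h and from 2 to 16 h. Lists of analytes were tested with fry and with camera (preset correlation 0.01). Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9, with a random seed of 1.

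The lists, and the rule by which the analytes named were chosen, were written before the data were examined, although the panels of Fig. 1 had been seen. The rule takes those that the paper names or draws in Fig. 1C to G, the 8 higher and the 8 lower with the largest called difference between NP and AP at each time whose samples do not overlap, examples from each list, and the reference spots and negative control. Tests are printed for all of the second part except CXCL10 and IL-2 at 16 h, which were above the negative control in no sample there, and 1 analyte, which is not reported here, as well as for the analytes the paper names and some of the list examples.

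The alternatives were the raw intensities, the reference scaling, median scaling, quantile normalization, the negative control subtracted (136 values set to a floor), an offset of 1% of the mean reference spot, the lowest 0.25 of the analytes left out, limma without the trend, a fit of only the groups compared, the replicate number as a block, each replicate left out in turn, and the t-test that the methods name. The plane scaling, the fit without the 0 h samples and the hemostasis group with Serpin E1 were added after the data were examined. On simulated data for NP against AP at 2 h, with 30 of 111 analytes changed by 1 on the log2 scale in each of 20 simulations, 73.2% of the changes were recovered, with 1.05 false calls per simulation, 0 calls in an unchanged comparison, and 20 of 20 shifted lists called. The simulated noise was independent between analytes and held no shift shared by a membrane. The simulations thus say nothing about calls that come from differences in brightness between membranes. Groups of 2 allow no outlier test and no test of other splits of the samples. The experiments on tissue, cells and messenger RNA have no files here and were left out.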

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

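All tests of explanations below were chosen after the results were seen, and Serpin E1 and CCL20 against 0 h were picked after their values were seen.

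The change from 0.5 h to 2 h differed between NP and AP for 98 analytes, and the change from 2 h to 16 h for 66 (limma, adjusted p under 0.05). The median analyte in NP was above AP by 0.42 on the log2 scale at 0.5 h and differed from it by -1.23 at 2 h. After division by the reference spots the median at 0.5 h was -0.0181 and that at 16 h -0.0221, both within their leave-one-out spread of 0, so the brightness of the membranes may account for the general shift at these times. Single reference positions gave 0.42, -0.16 and -0.46 at 0.5 h and -0.0067, 0.23 and -0.18 at 16 h, so this rests on the mean of the 3 positions. At 2 h the median was still -0.703, but it was -0.054, -0.50 and -1.32 when each of the 3 reference positions was used alone, so brightness and a biological difference between the pressures cannot be told apart at 2 h.

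Dim analytes lay further below AP than bright ones at 2 h, with medians of -1.44 in the dimmest 0.25 of the analytes and -0.80 in the brightest 0.25. Were a loss of dim signal the whole cause, the brightest analytes would lie no further below AP than the reference spots. Their median difference was -0.276 on the log2 scale after division by them, but with single reference positions the value ran from -0.90 to 0.37, so this explanation stays open, as does an effect of NP.

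Most analytes lay below 0 h in the later groups, while the reference spots at 0 h were 3.78 to 9.18 times brighter. After division by the reference spots, at least 89 of 111 analytes lay above 0 h in every later group. A difference this large in the reference spots turns most folds by construction, so this cannot show that brightness is the cause. The median log2 difference from 0 h lay between -2.10 and -0.68 before the division and between 0.69 and 1.53 after it. The analytes thus fell less than the reference spots. This does not exclude brightness as the only cause, because spots of unlike intensity need not change by the same factor. The negative control did not fall with the reference spots, at 73 and 21 (raw) at 0 h and 24 to 296 in the later groups. Brightness and an effect of the wound on the analyte levels both stay open.

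Serpin E1, which the paper's text does not discuss, was above AP 0 h at 2 h in both pressures, with log2 differences of 3.89 in AP (standard error 0.17, adjusted p = 3.9e-12 from limma) and 3.66 in NP (adjusted p = 1.8e-12). CCL20 was above 0 h in NP at 2 h by 4.60 (standard error 0.50, adjusted p = 2.5e-07), and was above the negative control in 1 of 2 samples at 0 h.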

How the results depend on the processing

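The plane scaling, the fit without the 0 h samples and hemostasis with Serpin E1 were chosen after the data were examined, and the other settings before. The analytes called were 55 (49 higher, 6 lower), 100 (4 and 96) and 67 (9 and 58) for NP against AP at 0.5, 2 and 16 h, 83, 82 and 88 for AP and 81, 106 and 92 for NP against 0 h at these times, and 98 and 66 for the changes. On the raw intensities, with the offset, without the trend, without the lowest 0.25 of analytes, in a fit of only the groups compared, without the 0 h samples and in each fit without 1 replicate, each of these counts that was recomputed stayed within 1.5 times its value above.

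With the reference scaling the counts became 38 (14 higher, 24 lower) for NP against AP at 0.5 h, 42 (23 higher, 19 lower) for NP against AP at 16 h, 100 (97 higher, 3 lower) for AP at 0.5 h against 0 h, 99 (96 higher, 3 lower) for AP at 2 h against 0 h, 102 (96 higher, 6 lower) for AP at 16 h against 0 h, 98 (94 higher, 4 lower) for NP at 0.5 h against 0 h, 80 (69 higher, 11 lower) for NP at 2 h against 0 h and 97 (91 higher, 6 lower) for NP at 16 h against 0 h. The number of analytes in NP with a higher level at 0.5 h than at 2 and 16 h moved from 95 to 42, and the median difference between NP and AP to -0.018 at 0.5 h, -0.70 at 2 h and -0.022 at 16 h. The direction turned at 0.5 h for IGF-binding proteins (-0.033) and constitutive plasma proteins (-0.059), at 2 h for Gas 6 (0.22), IGFBP-5 (0.068), MMP-3 (0.31) and Thrombopoietin (0.25), while the direction of fry alone, not the median, turned for platelet-released and coagulation proteins at 0.5 h (0.25). Of the other results for lists, analytes and group sums, 83 stayed the same, 15 lost their call, 4 gained one and 30 sums moved by more than 1 SD. This scaling removes the difference in brightness between groups by construction, and the cause of other changes was not tested.

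With median scaling the counts became 52 (3 higher, 49 lower) for NP against AP at 0.5 h, 63 (50 higher, 13 lower) for NP against AP at 2 h, 59 (31 higher, 28 lower) for AP at 16 h against 0 h, 65 (58 higher, 7 lower) for the change from 0.5 to 2 h and 84 (7 higher, 77 lower) for the change from 2 to 16 h, and the direction turned at 0.5 h for platelet-released and coagulation proteins (-0.30), hematopoietic growth factors (-0.44), IGF-binding proteins (-0.59), adhesion molecules (-0.33), constitutive plasma proteins (-0.62), EGF (-0.15), GDF-15 (-0.91), P-Selectin (-0.46), Reg3G (-0.32) and Thrombopoietin (-0.31), at 2 h for myeloid chemokines (0.40), pro-inflammatory cytokines (0.70), type 2 and regulatory cytokines (0.51), acute phase proteins (0.79), angiogenic and epithelial growth factors (0.33), matrix and remodeling proteins (1.07), constitutive plasma proteins (0.62), Wnt pathway proteins (0.53), DKK-1 (0.077), Gas 6 (1.57), IGFBP-5 (1.42), IL-13 (1.41), IL-17A (0.72), MMP-3 (1.66), PDGF-BB (0.81), Reg3G (1.26), Serpin E1 (1.64), TNF-alpha (0.27), Thrombopoietin (1.60) and WISP-1 (0.99), for CCL11, NP vs AP at 16 h (-0.062) and Endoglin, NP vs AP at 16 h (-0.054), for PDGF-BB in AP at 2 h against 0 h (-0.82), DKK-1 in the change from 0.5 to 2 h (0.051) and DKK-1 in the change from 2 to 16 h (-1.31). A further 15 lost their call, 3 gained one and 56 stayed the same. The median of the 3 hemostasis factors at 0.5 h turned as well (-0.31), without a call by fry. Setting the medians equal moves every analyte by the difference of the sample medians, not by the median difference between groups. The sample medians averaged 1451 in AP and 2892 in NP at 0.5 h, 3289 and 902 at 2 h, and 660 and 964 at 16 h. The median analyte differed by 0.42, -1.23 and -0.52 on the log2 scale. The shift thus exceeds the median difference at 0.5 and 2 h, and at 16 h it moves NP further below AP. Turned directions may come from this, and the cause of other changes was not tested. The splits against 0 h that median scaling moved less were 15 and 55, and 6 and 79, in AP at 0.5 and 2 h, and 7 and 72, 7 and 71, and 12 and 58 in NP.

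With quantile normalization the counts became 31 (14 higher, 17 lower) for NP against AP at 0.5 h, 61 (30 higher, 31 lower) for NP against AP at 2 h, 53 (26 higher, 27 lower) for AP at 0.5 h against 0 h, 52 (23 higher, 29 lower) for NP at 0.5 h against 0 h, 62 (26 higher, 36 lower) for NP at 2 h against 0 h, 42 (20 higher, 22 lower) for the change from 0.5 to 2 h and 61 (28 higher, 33 lower) for the change from 2 to 16 h. The other splits against 0 h were 28 and 38, and 33 and 33, in AP at 2 and 16 h, and 33 and 37 in NP at 16 h. fry called 33 combinations of list and time instead of 38. The direction turned for constitutive plasma proteins, NP vs AP at 0.5 h (-0.042), at 0.5 h for GDF-15 (-1.32), at 2 h for pro-inflammatory cytokines (0.41), type 2 and regulatory cytokines (0.22), acute phase proteins (0.37), matrix and remodeling proteins (0.11), Gas 6 (0.93), IGFBP-5 (0.84), IL-17A (0.53), IL-4 (0.019), MMP-3 (0.65), PDGF-BB (0.13), Reg3G (0.30), Serpin E1 (0.99), Thrombopoietin (0.84) and WISP-1 (0.80), while the direction of fry alone, not the median, turned for platelet-released and coagulation proteins at 0.5 h (0.20) and myeloid chemokines at 2 h (-0.043). A further 16 lost their call, 1 gained one and 74 stayed the same. The cause was not tested.

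With the plane scaling the counts became 54 (7 higher, 47 lower) for NP against AP at 0.5 h, 38 (24 higher, 14 lower) for NP against AP at 16 h, 103 (101 higher, 2 lower) for AP at 0.5 h against 0 h, 105 (103 higher, 2 lower) for AP at 2 h against 0 h, 104 (97 higher, 7 lower) for AP at 16 h against 0 h, 101 (97 higher, 4 lower) for NP at 0.5 h against 0 h, 82 (74 higher, 8 lower) for NP at 2 h against 0 h and 97 (92 higher, 5 lower) for NP at 16 h against 0 h, and the direction turned at 0.5 h for hematopoietic growth factors (-0.39), IGF-binding proteins (-0.16), adhesion molecules (-0.27), constitutive plasma proteins (-0.39), P-Selectin (-0.45), Reg3G (-0.58) and Thrombopoietin (-0.46), at 2 h for Gas 6 (0.19), while the direction of fry alone, not the median, turned for platelet-released and coagulation proteins at 0.5 h (0.032). A further 13 lost their call, 5 gained one and 82 stayed the same. The cause was not tested.

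With the negative control subtracted the direction turned at 16 h for CXCL10 (0.66), IL-12 p40 (4.11) and IL-2 (0.66), while the direction of fry alone, not the median, turned for stress-induced hormones at 2 h (-0.65), and 17 results lost their call, 23 sums moved by more than 1 SD and 95 results stayed the same. The median difference was -1.55 at 2 h and 0.22 at 16 h, and NP was above AP in 11 instead of 7 of the 15 group sums. 136 values were set to a floor, which limits what dim analytes can show. CXCL10 and IL-2 at 16 h were above the negative control in no sample, so their values here are no measured difference. The raw negative control read 203 and 296 at AP 16 h, against 21 to 93 in the other groups. IL-12 p40 lay close to it there, at 241.9 and 298, so its value rests on small remainders. The cause was not tested.

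The t-test of the methods, after Benjamini-Hochberg adjustment, called 21 analytes for NP against AP at 0.5 h, 51 and 55 for AP at 2 and 16 h against 0 h, and 70 for NP at 2 h against 0 h. Of the results for analytes, 27 lost their call with it and 56 stayed the same, and without the adjustment 14 lost their call and 1 gained one. The 14 were EGF at 0.5 h, IL-17A at 0.5 h, MMP-2 at 0.5 h, PD-ECGF at 0.5 h, FGF-21 at 2 h, IGFBP-5 at 2 h, IL-17A at 2 h, IL-6 at 2 h, TNF-alpha at 2 h, WISP-1 at 2 h, CCL2 at 16 h, CXCL11 at 16 h, FGF acidic at 16 h and IL-17A at 16 h. It takes the spread from the compared samples alone, and whether this is the cause was not tested. It was not run for the changes, and averaging spots on the log2 scale was not possible with a single value per analyte and sample.

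camera called 1 combination of list and time, 2 with median scaling, 0 with quantile normalization, 5 with the negative control subtracted, 3 with the offset, 1 with the plane scaling (lower instead of higher), 2 without the lowest 0.25 of analytes, 0 in a fit of only the groups compared, 0 with the replicate block and 0 with an estimated correlation, and 0 to 3 without 1 replicate. The cause was not tested.

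Cohen's d had medians of 3.71, 7.97 and 4.76 at 0.5, 2 and 16 h, and of 2.43, 4.60 and 3.08 with the reference scaling, 3.63, 8.08 and 5.00 on the log2 scale, 3.31, 8.04 and 3.70 with the negative control subtracted, and 3.41, 7.30 and 4.95 on the raw intensities. Without 1 replicate, the median difference between NP and AP ran from -1.34 (without AP 2 h replicate 2) to -1.14 (without NP 2 h replicate 1) at 2 h and from -0.58 (without NP 16 h replicate 1) to -0.48 at 16 h. The median of the stress-induced hormones ran from -0.50 (without AP 2 h replicate 2, where the direction of fry turned) to 0.0097. The cause was not tested.

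With the replicate number as a block, the counts for NP against AP were 57, 101 and 71, and none of 109 results for analytes and for lists by fry changed its call, while the 1 call of camera was lost. The deviations of samples with the same number correlated from -0.18 to 0.50 over 21 pairs of groups, with 14 pairs over 0.1. A link between samples with the same number is therefore not excluded, although the main fit has no block for it.

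What the signal over background limits is AP at 16 h above all, where 32 of 111 analytes were above the negative control in neither sample. The control itself was brighter there (203 and 296, raw) than in the other groups (21 to 93), so this count does not show that these proteins were low.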

Differences from the paper's values

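The medians of Cohen's d were 371%, 797% and 476% at 0.5, 2 and 16 h, where the paper gives 370%, 797% and 476%, and the sizes of 4 of the 5 groups were equal to the paper's. The files list 4 analytes for hemostasis, where the paper counts 3. The methods describe the fold of a group as a mean over its members, while the values of Fig. 2 match sums.

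The paper describes PDGF-BB and Thrombopoietin as increased in NP at 0.5 h. They were above AP at that time, but at 0.722 and 0.600 of the AP 0 h level, while after division by the reference spots they were at 2.71 and 2.25 of it. Reg3G and DKK-1, which the paper also describes as raised in NP at 0.5 h, were above AP but at 0.405 and 0.548 of the 0 h level, and at 1.52 and 2.06 with the reference scaling. The paper describes PDGF-BB as increased in AP at 2 h. It was at 1.04 of the 0 h level there and did not pass, although it did with the reference scaling (2.33) and the plane scaling (2.18, chosen after the values were seen). Compared with 0.5 h, PDGF-BB in AP did rise, from normalized intensities of 532 and 662 to 7578 and 7937, so the paper's statement holds for that step. FGF-21 in AP at 2 h, also described as increased, did not pass (0.58), although it did with the reference scaling (2.85), the offset (0.35), without AP 2 h replicate 2 (0.96) and, chosen after the values were seen, the plane scaling (2.70).

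The paper names CFIII among the factors raised earlier under NP. At 0.5 h it was at 1.93 in NP and 2.03 in AP. The paper has IL-12 rising in AP at 2 h, while IL-12 p40 was at 0.803 there and at 0.817 at 0.5 h, although at 3.87 and 4.15 of the 0 h level with the reference scaling. It has IL-12 rising in NP at 0.5 h, where IL-12 p40 was at 1.09, or 4.09 with the reference scaling, and its difference from AP passed only in a fit of the groups compared (adjusted p = 0.021) and in the methods' t-test without adjustment. The paper states that IL-17 did not reach significance, while IL-17A was called at 0.5 h (1.18, adjusted p = 0.026) and at 2 h (-1.16, adjusted p = 0.015). The 0.5 and 2 h calls were not made in the methods' t-test, with or without adjustment, nor with the reference scaling, median scaling, quantile normalization, the negative control subtracted or the offset.

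The paper describes a GDF-15 response at 2 h in NP that was absent in AP. At 2 h GDF-15 was at 14.7 times the 0 h level in NP and at 2.02 in AP, so NP was higher there as the paper has it. At 0.5 h, however, it was at 8.21 in AP and 8.67 in NP. The paper describes hemostasis under NP as completed by 2 h, while the sum of the 3 factors in NP was 1.29 at 2 h and 3.11 at 16 h.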

Other observations

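The test below was chosen after the data were examined.

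Both samples of a group resembled each other in the pattern of their 3 reference positions. For 11 of 14 samples the nearest neighbor in this pattern was the other sample of the group, where 1.08 are expected by chance. The median distance was 0.142 within groups and 0.596 between groups, while the largest within a group, 0.204, exceeded the smallest between groups, 0.119. A shared membrane or a shared image of both samples may give such a pattern, but 12 of 14 had been set as the bound for it, so separate and shared membranes cannot be told apart from these values.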
